# Hydroxyurea-Mediated Cytotoxicity Without Inhibition of Ribonucleotide Reductase

**DOI:** 10.1016/j.celrep.2016.10.024

**Published:** 2016-11-01

**Authors:** Li Phing Liew, Zun Yi Lim, Matan Cohen, Ziqing Kong, Lisette Marjavaara, Andrei Chabes, Stephen D. Bell

**Keywords:** DNA replication, replication fork, archaea, hydroxyurea, *Sulfolobus*, DNA damage

## Abstract

In many organisms, hydroxyurea (HU) inhibits class I ribonucleotide reductase, leading to lowered cellular pools of deoxyribonucleoside triphosphates. The reduced levels for DNA precursors is believed to cause replication fork stalling. Upon treatment of the hyperthermophilic archaeon *Sulfolobus solfataricus* with HU, we observe dose-dependent cell cycle arrest, accumulation of DNA double-strand breaks, stalled replication forks, and elevated levels of recombination structures. However, *Sulfolobus* has a HU-insensitive class II ribonucleotide reductase, and we reveal that HU treatment does not significantly impact cellular DNA precursor pools. Profiling of protein and transcript levels reveals modulation of a specific subset of replication initiation and cell division genes. Notably, the selective loss of the regulatory subunit of the primase correlates with cessation of replication initiation and stalling of replication forks. Furthermore, we find evidence for a detoxification response induced by HU treatment.

## Highlights

• *Sulfolobus* has a HU-insensitive class II ribonucleotide reductase
• HU impairs DNA replication and is toxic to *Sulfolobus* cells
• HU treatment leads to selective loss of the regulatory subunit of DNA primase

## Introduction

Hydroxyurea (HU) is widely used as a reagent to promote replication fork stalling in a range of organisms (Krakoff et al., 1968, Young and Hodas, 1964). HU targets class I ribonucleotide reductase (RNR), the enzyme that catalyzes the formation of deoxyribonucleotides from ribonucleotides (Jordan and Reichard, 1998). Inhibition of RNR results in lowered cellular pools of deoxyribose nucleoside triphosphate (dNTPs) and thus leads to stalling of replication forks. Although all organisms possess RNR, the enzyme falls into distinct classes, classes I, II, and III. Class I RNRs further subdivide into classes Ia and Ib and are composed of a large R1 subunit and a small R2 subunit (Jordan and Reichard, 1998). A metal-containing reaction center in the R2 subunit generates a tyrosyl radical that is transferred to a cysteine in the R1 subunit, thereby generating a thiyl radical that, in turn, activates the substrate. HU acts to scavenge the tyrosyl radical, thereby inhibiting the reaction. The basis whereby inhibition of class I RNR leads to cell death has been established in *Escherichia coli* by work from Walker and colleagues (Davies et al., 2009). Depletion of dNTP pools leads to replication fork stalling. This triggers induction of the MazF and RelE toxins that in turn lead to improper translation of proteins and consequent membrane stress. Perturbation of terminal cytochrome oxidases leads to an increase in superoxide production. Upon superoxide conversion to hydrogen peroxide, the reaction of hydrogen peroxide with free ferrous iron leads to hydroxyl radical generation via the Fenton reaction. This effect is likely exacerbated by an influx of iron, triggered by a response to the requirement to synthesize increased levels of RNR (Davies et al., 2009). In addition to HU’s action via the class I RNRs, it has been revealed that HU and its breakdown products can have a range of additional effects on cells. Kuong and Kuzminov (2009) have revealed that HU breaks down in aqueous solution to form nitrous oxide, cyanide, and peroxides, leading to the proposal that these compounds may contribute to the toxicity of HU.

In contrast to the class I RNRs, class II RNRs have a single subunit and generate their thiyl radical by cleavage of an adenosylcobalamin co-factor. Class II RNRs are not inhibited by HU. Class III enzymes are inhibited by oxygen and are restricted to obligate and facultative anaerobes (Jordan and Reichard, 1998). Interestingly, hyperthermophilic archaea of the genus *Sulfolobus* encode a class II RNR but also possess an open reading frame related to the NrdB R2 small subunit of a class I RNR (She et al., 2001). We were therefore intrigued to determine whether HU treatment of *Sulfolobus* had a physiological effect. How archaea deal with stalled replication forks is essentially unknown. Although the core archaeal DNA replication machinery is fundamentally related to that of eukaryotes, the majority of eukaryotic DNA repair checkpoint signaling and cell cycle regulators are not conserved between archaea and eukaryotes (Barry and Bell, 2006). Archaea possess orthologs of Rad51 (termed RadA in archaea), Rad50 and Mre11 and also the Hel308 helicase (Woodman and Bolt, 2009). Hel308 (also called Hjm) is conserved between archaea and metazoa but, curiously, is absent from yeast. It is a superfamily II helicase, and extensive biochemical and structural studies with mammalian and archaeal Hel308 orthologs have revealed it to be a potent helicase in vitro, adept at unwinding synthetic oligonucleotide replication fork substrates that contain a model nascent lagging strand. However, the precise range of activities observed seems to vary between different species and laboratories. Heterologous genetic assays have revealed that expression of archaeal Hel308 in an *E. coli dnaE486* strain resulted in synthetic lethality, essentially phenocopying the effect of expressing the *E. coli* fork regression helicase recQ in this background (Guy and Bolt, 2005). The *E. coli dnaE486* strain has a mutation in the α-subunit of DNA pol III that leads to elevated levels of stalled forks. These data therefore implicate Hel308 in interaction with stalled forks. However, Hel308 is essential for viability in archaea, and thus its physiological role in archaeal cells remains enigmatic (Woodman and Bolt, 2009, Zhang et al., 2013).

In the current work, we demonstrate that treatment of *Sulfolobus solfataricus* cells with HU leads to dose-dependent accumulation of DNA double-strand breaks and increases in early S-phase cell populations. Strikingly, we observe no robust decreases of dNTP pools. Both two-dimensional (2D) agarose gel electrophoresis and whole-genome marker frequency analyses reveal that replication initiation still occurs following low doses of HU treatment, but the rate of fork progression is impacted upon. Monitoring the levels of replication, chromatin, cell division and repair-associated proteins, and their transcripts reveals a subset of proteins to be selectively lost following HU treatment. In particular, we demonstrate that HU has a specific and direct effect on the DNA primase. We observe elevated levels of X-shaped DNA-junction-containing molecules, correlating with enhanced chromatin association of Hel308 and RadA following HU treatment. Finally, RNA-sequencing (RNA-seq) analyses reveal the induction of a set of genes suggestive of an anti-oxidant and detoxification response in *Sulfolobus*.

## Results

### *Sulfolobus* Growth Is Inhibited by HU Treatment

Members of the hyperthermophilic archaeal genus *Sulfolobus* encode a gene, annotated as *nrdB*, encoding a protein homologous to the class I RNR small subunit (open reading frame SSO2498 in the *S. solfataricus* genome). However, the putative RNR small subunit gene shows a very restricted phyletic distribution within the archaea, being found in a subset of the *Sulfolobales* and some Halobacteria of the euryarchaea (Figure S1). In contrast, the sole *Sulfolobus* large-subunit RNR homolog (SSO0929) appears most closely related at the primary sequence level to class II and is conserved across the archaeal domain including many lineages that lack the R2-like proteins (Figure S1). It was therefore unclear whether *Sulfolobus* RNR would be sensitive to treatment of cells with HU.

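The gene nrdB had 18 reads in untreated cells and 36 after 4 hr in 5 mM HU, in 1 pooled library of each. Its log2 ratio of HU over untreated, from RPKM values, was 1.21, and the exact 95% interval of the ratio of the reads was 0.37 to 2.13, for counting error alone.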

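The table of the RNA-seq libraries holds a single feature named nrd, the symbol of a ribonucleotide reductase. It had 1139 reads in the untreated library and 1415 in the library of cells exposed to HU, a log2 ratio of 0.54 with an interval from counting error of 0.43 to 0.65.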

First, we plated serial dilutions of *Sulfolobus solfataricus* P2 on gelrite plates containing increasing concentrations of HU. As seen in Figure 1A, chronic exposure to 5 mM HU completely inhibited growth. Next, we sought to determine the effect of acute exposure to HU on cell survival. We incubated exponentially growing *S. solfataricus* cells with 5 or 10 mM HU for 4 or 7 hr (Figure 1B). HU treatment was clearly toxic to cells with 66% cells remaining viable after 4 hr treatment with 5 mM HU, dropping to 24% after 7 hr exposure. 10 mM HU showed a stronger effect with 32% and 17% cells viable after 4 and 7 hr, respectively.

**Figure 1:**
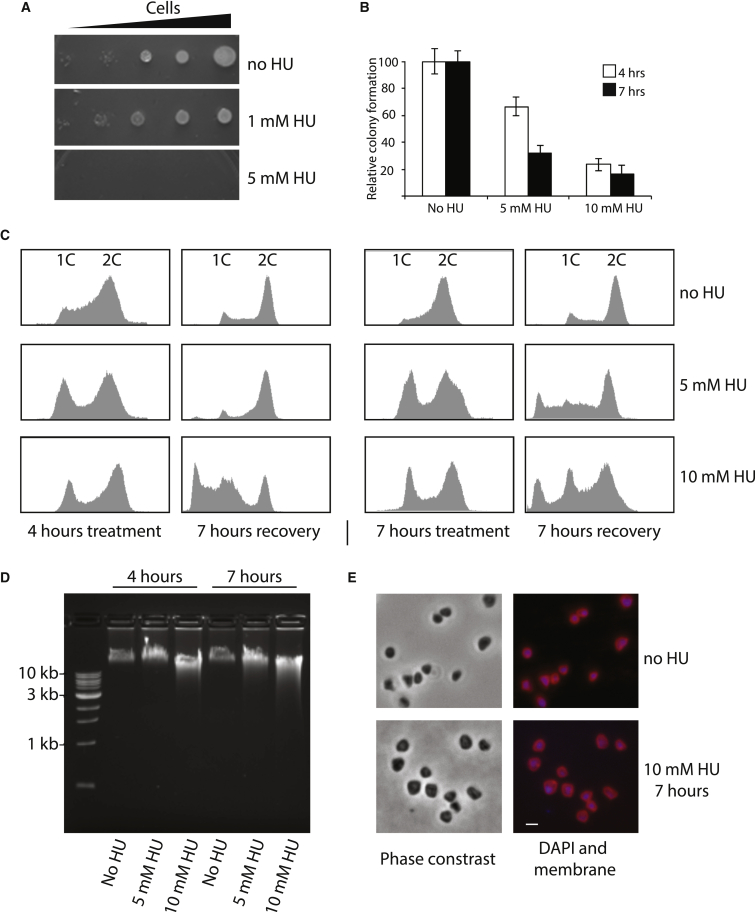
Effects of Chronic and Acute Treatment of *Sulfolobus solfataricus* with Hydroxyurea (A) Serial dilutions of *S. solfataricus* cells were plated on media containing the indicated concentrations of HU. (B) Viable cell counts measured by plating efficiency following the indicated doses of HU; assays were performed in triplicates and the bars indicate the mean; error bars are SDs. Results are expressed relative to untreated cells (set at 100%). (C) Flow cytometry profiles of cells following the indicated treatment and recovery times. (D) Agarose gel analysis of the integrity of genomic DNA isolated from cells following exposure to 5 or 10 mM HU for 4 or 7 hr. (E) Representative micrograph showing phase contrast and fluorescence imaging of treated or untreated cells. DNA was stained with DAPI and membranes with FM-464.

Next, we evaluated the effect of HU treatment on cell cycle phase distribution in the population (Figure 1C). A dose-dependent response could be observed with increasing one chromosome (1C) populations and elevated S-phase populations discernable by 5 mM HU; at 10 mM HU, we observed yet further elevation of the 1C population and the appearance of a population of cells with less than 1C genome content as adjudged by the shoulder appearing on the left slope of the 1C peak. Next, we tested the ability of *S. solfataricus* to recover from acute HU treatment. The cells treated with 0, 5, or 10 mM HU for 4 or 7 hr, were then pelleted, washed, resuspended in fresh medium, and grown for 7 hr, and cell cycle progression was monitored by flow cytometry (Figure 1C). Following recovery from a 4-hr treatment with 5 mM HU, the majority (>90%) of the population showed a normal cell cycle profile. However, treatment with 5 mM HU for 7 hr or 10 mM HU for either 4 or 7 hr resulted in appearance of enhanced signals of <1C content material, indicative of extensive cell death in the cultures. Significantly, DNA recovered from cells revealed a loss of integrity, with a smear of lower molecular weight material, indicative of accumulation of double-strand breaks, appearing following treatment with 10 or 5 mM HU for 7 hr (Figure 1D).

UV irradiation of *Sulfolobus* has also been shown to give rise to DNA damage; however, the cellular response to UV appears to be distinct from that to HU treatment (Götz et al., 2007). UV exposure leads to the gradual accumulation of cells with greater than two chromosome content and also induces a clumping response due to the induction of pili that appear to facilitate DNA transfer between cells (Ajon et al., 2011, Fröls et al., 2008). In contrast, we observe a HU dose-dependent decrease of DNA content and fail to detect any significant alterations in gross cell morphology or clumping following HU treatment (Figure 1E).

### HU Treatment Leads to Alteration in Levels of a Subset of DNA Replication and Cell Division Proteins

Given the perturbation to the cell cycle profile of the population following HU treatment, we profiled relative levels of a number of DNA replication, DNA repair, and cell division-associated proteins following HU treatment. Initially, we tested the effect of 7-hr exposure to 10 mM HU (Figures 2A and 2B). Many of the proteins that we tested showed no significant changes in level following HU treatment (Figure 2A). These included replication fork-associated proteins such as the single-strand DNA binding protein (SSB); the replicative helicase MCM; the MCM-interacting factor Gins23; sliding clamp subunits PCNA1, 2, and 3; DNA ligase; replicative DNA polymerase polB1; and the clamp loader RFC. In addition, levels of WhiP, a homolog of the eukaryal pre-replicative complex protein Cdt1 that acts as the initiator protein that governs *oriC3* (Robinson and Bell, 2007, Samson et al., 2013); the chromatin protein Alba (Bell et al., 2002); the candidate fork regression helicase Hel308; and the recombinase RadA (the RAD51/RecA ortholog) were unaltered in their levels following treatment with HU.

**Figure 2:**
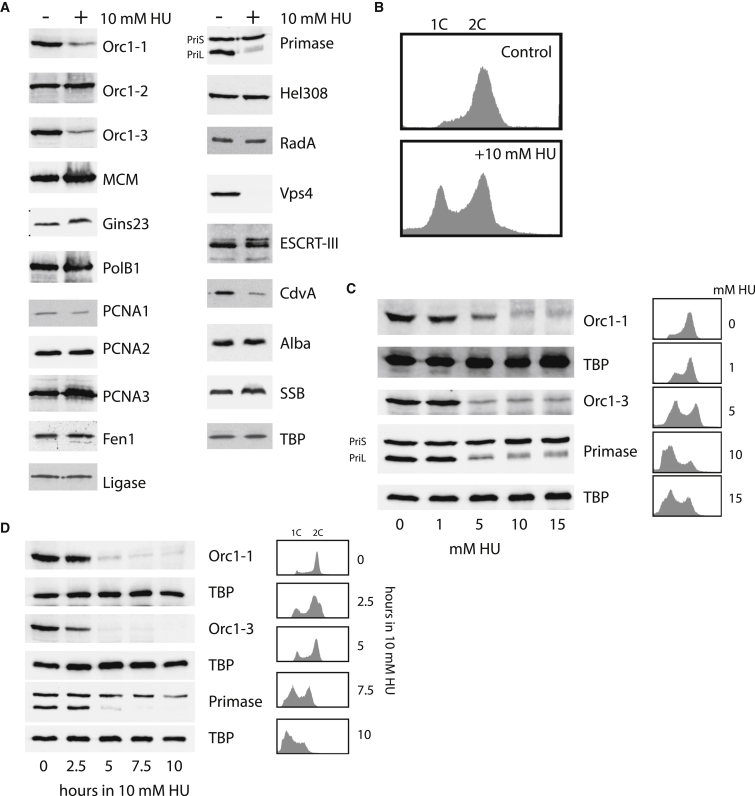
Molecular Consequences of Treatment of *S. solfataricus* with HU (A) Western blot analysis of the levels of a variety of replication and cell division-associated proteins in *Sulfolobus* following treatment with 10 mM HU for 7 hr. The anti-WhiP antisera detects full-length protein and an additional truncated form. Loading for all panels was confirmed by western blotting for the general transcription factor, TBP. A single representative TBP panel is shown. (B) Flow cytometry profile confirming the cell cycle arrest upon HU treatment for the cells used in (A). (C) Western blot analyses of the effect of 7 hr exposure to the indicated concentrations of HU on the levels of Orc1-1, Orc1-3, and primase subunits. Flow cytometry profiles of the cells following treatment are shown on the right. TBP serves as a loading control in this and the subsequent panel. (D) Effect of varying the time of exposure to 10 mM HU on the levels of Orc1-1, Orc1-3, and primase subunits. Flow cytometry profiles of the treated cells are shown to the right of the western blot images.

However, a number of proteins were less abundant after treatment (Figure 2A); these included the replication initiators, Orc1-1 and Orc1-3, and the cell division protein Vps4 (Samson et al., 2008). The antisera that we have raised against the DNA primase recognized both catalytic subunit, PriS, and the PriL accessory subunit (Lao-Sirieix and Bell, 2004). Although levels of the catalytic subunit were unaltered, the regulatory subunit was highly reduced following treatment. This initial screen was performed with treatment by 10 mM HU for 7 hr, which results in significant cell death in the culture. We therefore tested the effect of 7-hr exposure of varying concentrations of HU on the levels of primase, Orc1-1 and Orc1-3 (Figure 2C). Selective depletion of Orc1-1, Orc1-3, and the regulatory subunit of DNA primase can be seen at 5 mM HU. Notably, the effect on Orc1-3 was more severe than that on Orc1-1 with minimal levels reached at 5 mM HU for Orc1-3. We also tested the effect of varying the time of exposure to 10 mM HU (Figure 2D). We could observe depletion of these proteins by 5 hr, preceding the accumulation of cell debris.

Next, we tested the effect of 4-hr treatment with 5 mM HU on the levels of transcripts for Orc1-1, Orc1-2, and Orc1-3, the regulatory subunit of primase, WhiP, RadA, Vps4, and Mre11 (Table S1). The transcript levels for WhiP, the protein levels of which remain unchanged, are similarly unaltered. For all the other genes, transcript levels mirror protein levels with the important exception of RadA, which, although unchanged at the protein level, shows 2.4-fold elevation of mRNA levels.

### HU Alters the Replication Profile of *Sulfolobus*

Given the roles of the Orc1 proteins in defining replication origins and mediating replication initiation, and primase’s role in synthesizing the primer for DNA synthesis, we were interested to determine the impact of HU treatment on the replication profile of cells. First, we profiled the global status of replication using marker frequency analysis (MFA). In this technique, DNA is quantified across the chromosome by measuring sequence tag abundance in 8-kbp windows by next-generation sequencing. The ratio of tag abundance from DNA purified from asynchronous replicating cells is then normalized to that of a non-replicating stationary phase culture. As can be seen in Figure 3A, replication origins are represented as peaks and termination zones as troughs in the resultant plots. Overlaying the plots for control cells and cells treated with 5 or 10 mM HU reveals that the amplitude of the profiles seen with 5 mM HU is higher than in control cells, indicating that a greater proportion of the cell cycle is spent in S-phase. The relative height of the *oriC2* peak is reduced compared to those for *oriC1* and *oriC3* (compare with the control panel). Treatment with 10 mM HU resulted in the peak corresponding to WhiP-dependent *oriC3* having the highest amplitude; in addition, the slopes of the peaks appear less uniform when compared to either control or 5 mM HU-treated samples, suggesting a less uniform rate of progression of replication forks within the cell population.

**Figure 3:**
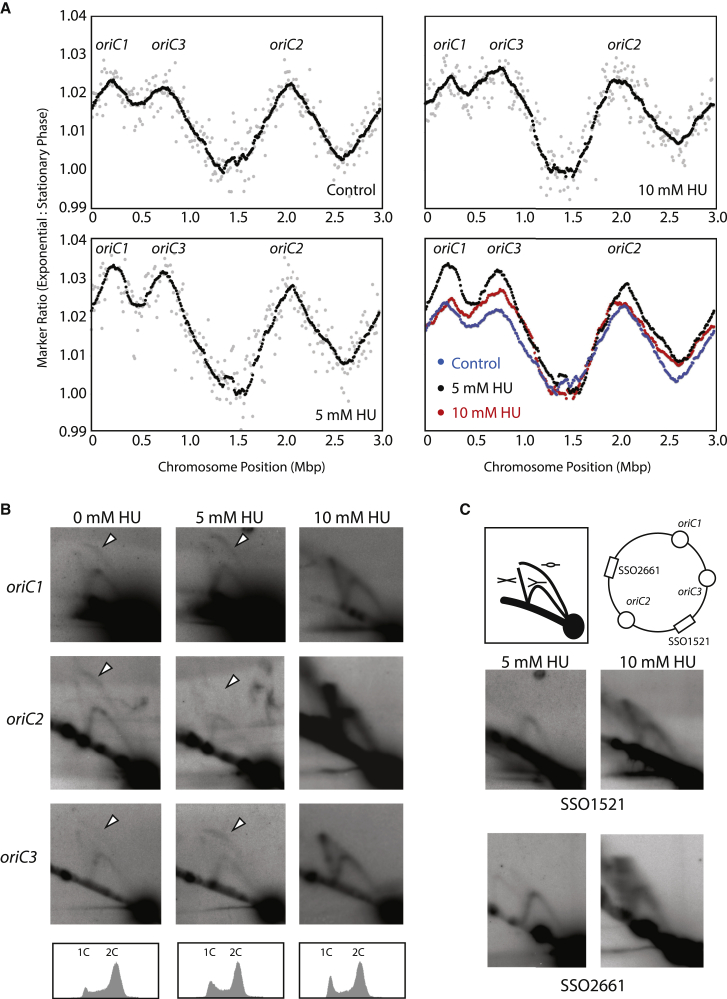
Perturbation of DNA Replication upon Treatment with HU (A) Marker frequency analyses of the replication profile of cells treated with 0, 5, or 10 mM HU for 7 hr. DNA was recovered from the indicated cultures and subjected to next-generation sequencing on an Illumina platform. Read counts were binned into 8-kb windows and normalized to DNA isolated from G_2_ (stationary phase) cells. Raw values for the individual counts are shown in gray, and a smoothed, moving 25-point average is shown in black. The lower right-hand panel shows an overlay of the three smoothed signals. (B) 2D neutral-neutral agarose gel analyses of the *oriC1-3* following treatment with 0, 5, or 10 mM HU for 7 hr (flow cytometry profiles shown at bottom). White triangles point to the “bubble” arc indicative of replication initiation. (C) A cartoon of the migration of the indicated bubble-containing, Y-shaped and X-shaped species is shown in the upper left panel, and the upper right panel reveals the relative positions of the loci probed. The lower four panels show the impact of HU treatment on the DNA structures detectable at the non-origin SSO1521 and SSO2661 loci.

We next performed 2D neutral-neutral agarose gel analyses to assess firing at the origins (Figure 3B). Replication initiation arcs can be seen at *oriC1*, *oriC2*, and *oriC3* in control cells (0 mM HU). We can still detect these initiation structures at *oriC1* and *oriC3* and, extremely faintly, at *oriC2* in cells that have been treated with 5 mM HU for 4 hr. However, cells exposed to 10 mM HU for 4 hr no longer possess detectable bubble arcs. Instead, we now detect abundant species corresponding to X-shaped molecules at all three origins. To test whether these species were specific to origins, we performed 2D gels to examine replication structures at two further origin-distal loci (Figure 3C). At both of these regions, we also observe X-shaped structures following treatment with 10 mM HU.

### HU Treatment Stimulates Hel308 and RadA Association with DNA

Next, we employed chromatin immunoprecipitation (ChIP) to test whether the residual Orc1 initiator proteins remain associated with origins following HU treatment. However, as can be seen in Figures 4A–4C, neither Orc1-1 nor Orc1-3 binds detectably to the origins following HU treatment. In contrast, WhiP, the levels of which are not affected by HU treatment, remains associated with *oriC3* (Figure 4C). Next, we performed ChIP analysis of the replicative helicase, MCM (Figure 4E). We observe up to 25-fold enrichment of MCM at both origin proximal and origin distal loci following HU treatment. This is not simply due to improved cross-linking or DNA recovery following HU treatment as ChIP testing the distribution of the chromatin protein Alba shows at most a 2.5-fold variation between treated and non-treated samples (Figure 4F). We propose therefore that the accumulation of MCM corresponds to elevated levels of stalled replication forks following HU treatment (Figure 3B). As discussed in the Introduction, biochemical studies have suggested that the essential Hel308 helicase may be involved in processing of stalled replication forks (Woodman and Bolt, 2009). We therefore performed ChIP analyses with antisera generated against this protein and observed an enrichment of up to 22-fold at origins of replication (Figure 4G). Interestingly, this protein was only modestly enriched (4.6-fold) at the non-origin locus where we observed 25-fold enrichment of MCM. Finally, we performed ChIP with the RecA/Rad51-like recombinase, RadA, and observed up to 7-fold enhancement of this protein at origins and distal loci upon HU treatment (Figure 4H).

**Figure 4:**
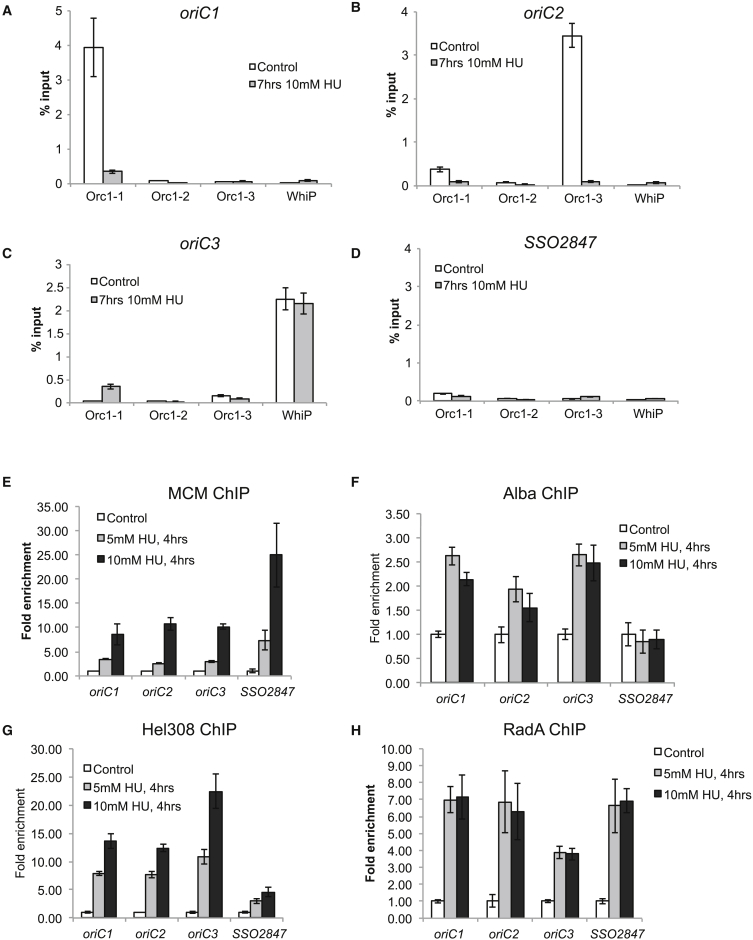
ChIP Analyses of Chromosome Occupancy by Replication Initiation and DNA Repair Factors Modulated by HU Treatment (A–D) ChIP analyses of binding of the Orc1-3 and WhiP proteins to the three replication origins (A–C) and distal control locus SSO2847 (D) in cells treated with 0 or 10 mM HU for 7 hr. ChIP reactions were performed in triplicate, and data are expressed as fractional recovery of the total input material. (E–H) Occupancy of the indicated genomic loci by MCM (E), Alba (F), Hel308 (G), and RadA (H) as adjudged by ChIP from untreated cells or cells treated with 5 or 10 mM HU for 4 hr. Mean values of the triplicate repeats are shown, and error bars indicate the SD of the data.

### HU Treatment Does Not Lead to Depletion of dNTP Pools

Thus, we observe HU-mediated toxicity and DNA damage as manifested by altered replication rates, increases in X-shaped recombination structures, loss of DNA integrity, elevated chromatin association of the RadA recombinase and putative fork regression helicase, Hel308, and perturbation to the cell cycle profile with an increase in G_1_/early S-phase cells. These phenotypes are reminiscent of the consequences of HU-mediated inhibition of RNR in eukaryotic cells with consequent depletion of dNTP pools leading to replication fork arrest. We therefore quantified dNTP levels in cells before and after treatment with 5 or 10 mM HU for 4 and 7 hr (Figure 5). Absolute levels of dNTPs and NTPs were measured. Levels of both dNTPs and NTPs drop with HU concentration and treatment time, likely in line with the loss of cell viability we observe following HU treatment. NTP levels serve as a normalization control for intact cells in the population. When the ratios of dNTP:NTPs were calculated, a modest (2- to 3-fold) increase in relative levels of all dNTPs apart from dCTP is observed. As treatment of *Sulfolobus* with HU results in cell cycle arrest in G_1_/early S-phase, we propose that the increase of dATP, dGTP, and dTTP reflects the reduced rate of dNTP incorporation into DNA, thereby elevating pools of the precursors. In light of the lack of depletion of the other deoxyribonucleoside triphosphates, the drop in dCTP levels was surprising. Although this is a modest effect, at most 2-fold when normalized to NTP levels, we do not exclude the possibility that it may have an impact on the replication rate. The basis of the dCTP reduction is unresolved at this time, although we speculate that may be due to the action of dCTP deaminase in *Sulfolobus*.

**Figure 5:**
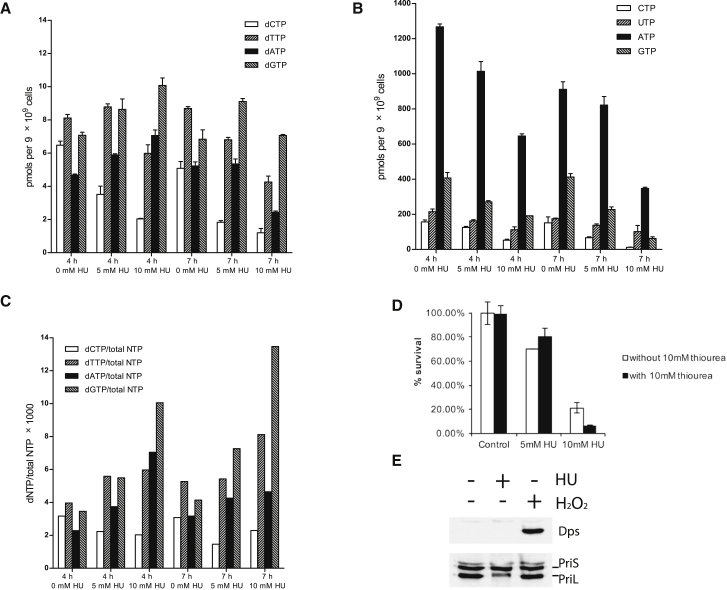
HU Treatment Does Not Decrease dNTP Pools (A and B) dNTP (A) and NTP (B) levels were quantified following the treatment of cells with 0, 5, or 10 mM HU for 4 or 7 hr; measurements were performed in duplicate, and the bars indicate the mean; error bars are SDs. (C) Mean dNTP pools normalized by the sum of all NTPs in each sample to account for cell death. (D) HU toxicity is not ameliorated by addition of thiourea. Cells were grown for 4 hr with 0, 5, or 10 mM HU with (black) or without (white) 10 mM thiourea. Viable cell counts measured by plating efficiency following the indicated treatment; assays were performed in triplicate, and the bars indicate the mean; error bars are SDs. Results are expressed relative to untreated cells (set at 100%). (E) Western blot analyses to test the consequences of hydrogen peroxide and hydroxyurea treatment on the levels of primase subunits and the Dps protein.

Based on the presence of a vitamin B12-dependent, HU-insensitive, class II RNR in archaea, the substitution of the crucial tyrosine targeted by HU in the NrdB-like protein by phenylalanine, the grouping of the NrdB-like SSO2498 with the non-RNR-associated R2lox family of ligand-dependent oxidases, and the increase in relative levels of dATP, dGTP, and dTTP in HU-treated cells, we conclude that the primary mode of action of HU in *Sulfolobus* is not through inhibition of RNR.

Walker and colleagues (Davies et al., 2009) have revealed that HU induces hydroxyl-radical-mediated cell death in bacteria. This is thought to be effected in part by increased iron uptake leading to enhanced OH⋅ formation via the Fenton reaction. Importantly, addition of the OH⋅ scavenger thiourea to the medium prevented HU-mediated cell death of *E. coli* cultures. In contrast, however, thiourea had no impact on the cytotoxic effect of HU on *S. solfataricus* (Figure 5D). Additionally, we tested for induction of oxidative stress in *Sulfolobus* by monitoring the levels of *Ss*Dps (Maaty et al., 2009, Wiedenheft et al., 2005). The *Ss*Dps protein forms a cage-like structure with a di-iron-binding motif and facilitates the oxidation of Fe(II) to Fe(III). Importantly, although treatment of *S. solfataricus* cultures with 30 μM hydrogen peroxide results in the previously observed elevation of Dps levels (Figure 5E and see below), treatment with HU has no detectable impact on the levels of the *Ss*Dps protein.

### Specificity of Primase Regulatory Subunit Depletion by HU

The data above indicate that initiation of DNA replication at all three origins is impacted by HU treatment, even though levels and chromatin association of WhiP, the initiator for *oriC3*, are unaffected by administration of HU. Our observation that the regulatory subunit of primase, PriL, is selectively lost upon HU treatment could account for the loss of origin firing and cessation of fork progression that we observe. However, it is formally possible that the effects we see on PriL levels could be a consequence of cell death, rather than a direct effect of HU treatment. To address this concern, we first subjected cells to two other genotoxic insults, UV treatment and treatment with hydrogen peroxide. We exposed cells to 200 J/m^2^ UV, and then grew them for 4 or 7 hr before plating serial dilutions to test for viability (Figure 6A). To prevent photo-reactivation, the cells were grown in the dark prior to plating (Götz et al., 2007, Fröls et al., 2007). Viability was essentially unaffected by 4-hr growth in the dark after UV irradiation; however, growth for 7 hr prior to plating resulted in survival dropping by two orders of magnitude. Despite the differences in viability, western blotting revealed no significant changes in the absolute or relative levels of primase catalytic and regulatory subunits (Figure 6A). Similarly, treatment of cells with 30 or 100 μM hydrogen peroxide for 4 or 7 hr impacted on viability (Figures 6B and 6C), with severity of impact on cell viability scaling with concentration and exposure time. This ranged from an approximately 10-fold reduction in the number of viable cells with a 4-hr treatment with 30 μM hydrogen peroxide to complete loss of viability with administration of 100 μM hydrogen peroxide. Regardless of the impact on viability, relative levels of primase subunits were unaltered by H_2_O_2_ (Figures 6B and 6C). Thus, the effects of HU on levels of PriL appear to be specific to treatment with this agent, not simply a consequence of cell death. To determine whether HU could directly impact primase stability, we tested the effect of hydroxyurea on the purified primase complex in vitro. As can be seen in Figure 6D, top panel, incubation of the heterotrimeric PriSLX complex with 5 or 10 mM HU for 4 hr leads to enhanced precipitation of the complex. Compared to the water-treated control, we observe a 16- or 20-fold enrichment of primase in the insoluble material for 5 and 10 mM HU, respectively. Incubation of recombinant MCM helicase or DNA polymerase PolB1 with HU had no discernable impact on the solubility of these proteins (Figure 6D, lower panels).

**Figure 6:**
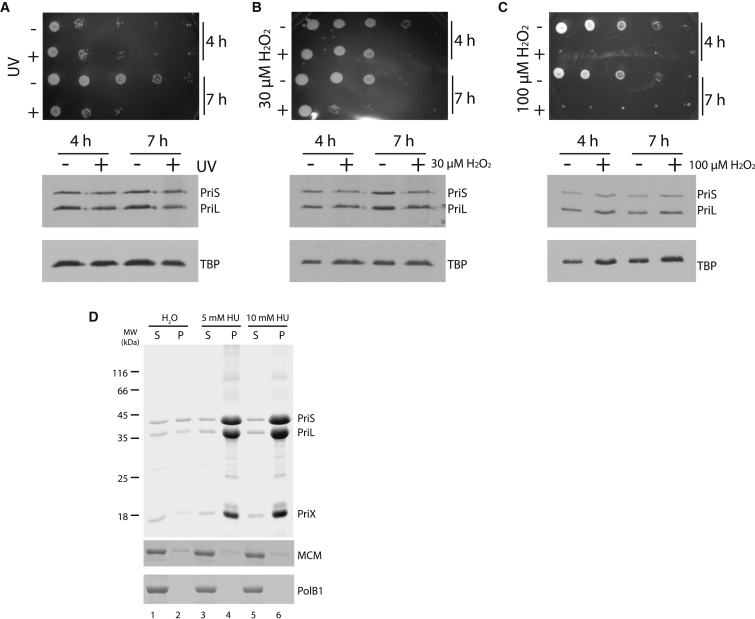
The Depletion of the Regulatory Subunit of Primase Is Specific to HU Treatment (A–C) The upper panel shows plating of 10-fold serial dilutions either mock-treated (−) or treated (+) with (A) 200 J/m^2^ of UV light (254 nm) or (B) 30 μM or (C) 100 μM hydrogen peroxide for the indicated times. The lower panels contain western blots to determine levels of primase and TBP proteins. (D) Treatment of 13.5 μM recombinant primase (upper panel), MCM (middle panel), or PolB1 (bottom panel) with the indicated concentrations of HU for 4 hr at 78°C leads to selective precipitation of primase. Following treatment, samples were centrifuged to separate soluble (s) and precipitated (p) material and corresponding fractions analyzed by SDS-PAGE and stained with Coomassie brilliant blue.

### The Genome-wide Transcriptional Response to HU Treatment

We observe HU-mediated toxicity and DNA damage as manifested by altered replication rates, increases in recombination structures, elevated chromatin association of the RadA recombinase and putative fork regression helicase, Hel308, yet dNTPs are not reduced compared to untreated controls. We propose that loss of primase activity will contribute to the toxicity of HU but do not exclude the possibility that HU will have additional effects. To address the basis of the HU toxicity, we performed RNA-seq analyses on untreated cells and cells following exposure to 5 mM HU for 4 hr. 

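RNA from 3 untreated cultures was pooled into 1 library, and RNA from 3 cultures exposed to 5 mM HU for 4 hr was pooled into another. Each condition is therefore represented by a single library (n = 1), and neither an SD nor a test between the conditions can be given. The authors made the deposited table with SeqMonk. It gives the start, end and RPKM (reads divided by feature length and library size) of 2993 features. Every value was a whole number of reads within a tolerance of 0.001 reads, so that the reads of each feature could be worked back. The values of the untreated library had been divided by 384454 reads, of which 186976 (48.6%) fell in the listed features, and those of the HU library by 328653 reads, of which 152013 (46.3%) did. The median feature had 21 reads in untreated cells and 17 after HU. A symbol such as purC or cysI names 759 features, another 939 carry a note or a category, and 1295 are named by their coordinates only. The features carry no locus tags of their own, although some notes cite the tags of other genes. The genes of Table 1 were therefore found by symbol where it gives one. For each feature the log2 ratio of HU over untreated was taken after adding 1 RPKM to both values, and 2602 features with a mean of at least 10 RPKM were kept. The 95% intervals given with the ratios are exact (Clopper-Pearson) intervals of the ratio of the reads. They cover counting error only and compare these libraries, not the conditions. A feature with 0 reads allows up to 3 reads, which is 7.8 RPM in the untreated library and 9.13 RPM in the HU library.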

There are no large-scale global changes in the overall transcript profile (Figure S4). Indeed, we only observe significant (p < 0.05) changes in the levels of 25 transcripts (Table 1). 

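Most transcripts differed little between untreated cells and cells exposed to HU. Of the 2602 features, 2422 (93.1%) lay within 4-fold and 1804 (69.3%) within 2-fold, and the median log2 ratio was -0.11. The feature with the most reads in both libraries, annotated as a homoserine dehydrogenase domain, had 4738 reads in untreated cells and 2400 after HU. Among the subunits of the thermosome, the archaeal chaperonin, thsB had a log2 ratio of -0.21 (95% interval -0.32 to -0.10), and thsC was lower, at -1.54 (-1.79 to -1.31). The superoxide dismutase gene sod had a log2 ratio of -0.23 (-0.46 to 0.01). The ATP synthase gene atpA was at -0.23 (-0.41 to -0.05), and all 8 ATP synthase genes had a median of -0.18. Across the kept features, Pearson's r between the libraries was 0.801 and Spearman's rho 0.829, on log2 values. Genes are not independent replicates, and these coefficients describe the similarity of a single pair of libraries.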

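By a fixed rule of size, 93 features were at least 4-fold higher after HU and 87 at least 4-fold lower. The interval of the ratio left out 0 for 72 of the 93 and for 70 of the 87. Of the higher features, 17 were listed at 0 in untreated cells, and 11 of the lower ones were listed at 0 after HU. With these at the floor of 3 reads, 76 were higher and 76 lower. Of the genes listed in Table 1, purC, cysG, cysI, cysH, sat, doxA and doxD were found by symbol. All 7 were changed at least 4-fold, in the direction listed, but the study chose them on these libraries, so this is not independent evidence. Other higher genes with a symbol, which Table 1 might list under a locus tag, included cysA-2, at 2.94 (95% interval 2.66 to 3.25), and pdhA-1, with 1 read in untreated cells and 13 after HU (3.48, interval 1.19 to 9.34, and 1.94 with a pseudocount of 10). Lower ones included gltB, which encodes a glutamate synthase, at -2.90 (-4.10 to -2.05), and aceA/icl, isocitrate lyase of the glyoxylate shunt, at -2.11 (-2.54 to -1.72). A feature annotated only to transport had 183 reads in untreated cells and 7 after HU (-4.39), and another had 568 and 33 (-3.86). Both were named after their values were seen, and Table 1 might list them under a locus tag. The 10 highest ratios belonged to features listed at 0 in untreated cells with 2 to 8 reads after HU, among them pieces of the insertion sequences ISC1316 and ISC1225. The 10 lowest belonged to features listed at 0 after HU with 3 to 9 reads in untreated cells, among them a feature annotated as GntR family. The intensity difference rule was rebuilt by setting each difference against the 1% of genes nearest in level, the gene itself included, with adjustment for multiple tests. It called 0 genes, and with the nearest 5% it called 5, which were thiC-1, doxD and 3 features annotated as transporters or with transport substrates. This count depends on the form of the rule, as with the gene itself left out of its local sample 24 were called, purC, sat and doxD among them, and without adjustment 131 were. Of the 93 higher features, 68 had under 10 reads in untreated cells, and with a mean of at least 50 RPKM 50 features were higher and 54 lower.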

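Of the 12 genes of de novo purine synthesis that the table names, 11 were lower after HU. The gene purC, which encodes SAICAR synthase, had 75 reads in untreated cells and 4 after HU, a log2 ratio of -3.93 (95% interval -5.92 to -2.59). It opens a run of 8 neighbouring features that ends with purM and spans positions 542822 to 551545. The whole run had 873 reads in untreated cells and 110 after HU, and its median log2 ratio was -2.76. Next to purC lies a feature of 255 bp without a symbol, with 21 reads in untreated cells and 1 after HU (-4.06, interval -9.54 to -1.53). The others in the run, purQ, purL, purF-1, purF-2, purD and purM, encode further enzymes of the path to IMP and ranged from -2.82 (purL, interval -3.41 to -2.32) to -2.35 (purM, interval -3.45 to -1.45). Elsewhere on the chromosome, purT was at -2.12 (-2.81 to -1.53), purK at -2.05 (-3.02 to -1.23) and purE at -2.0 (-3.78 to -0.62). Both enzymes that turn IMP into AMP are also in the table. The adenylosuccinate lyase gene purB was at -0.90 (-1.38 to -0.45), and the adenylosuccinate synthetase gene purA was higher after HU, with 191 reads in untreated cells and 416 after HU (1.35, interval 1.10 to 1.60). Of the 12 purine genes, 10 were at least 4-fold lower. Their median of -2.36 lay below the medians of all 10000 random lists matched on level. Table 1 lists SAICAR synthase with linked genes, and the purine operon in a further row, chosen on these libraries. The list is therefore not independent of the study's own choice.

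**Figure D1:**
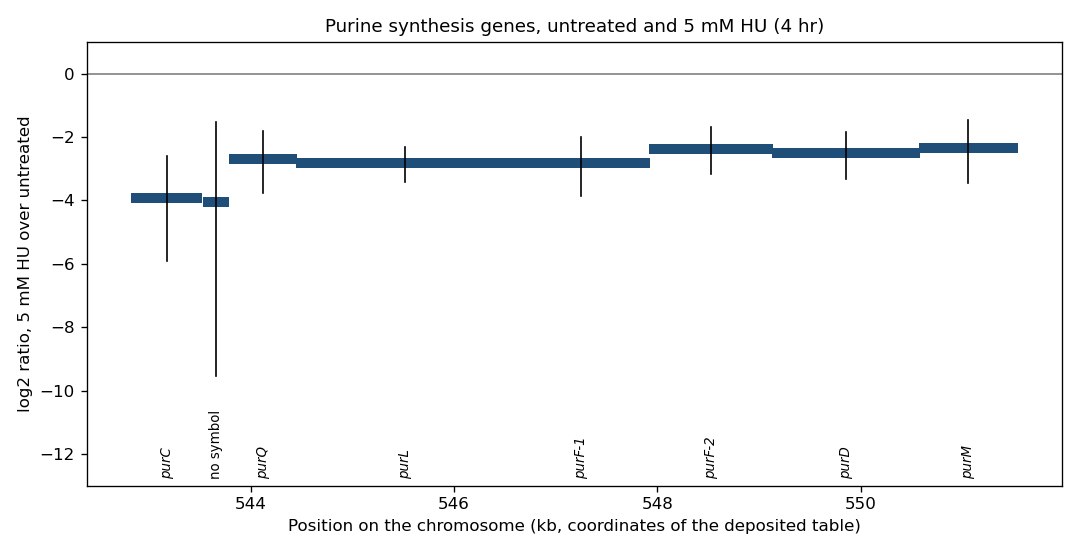
Log2 ratio of HU over untreated (vertical axis) against chromosome position in kb (horizontal axis) for the 8 neighbouring features from purC to purM. Bars span each feature at its ratio, thin lines are the 95% counting intervals with 1 library per condition, and all 8 bars lie below -2.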

We observe a repression of genes involved in de novo purine biosynthesis. Conversely, thiamine synthesis genes, a number of genes encoding iron-binding proteins, anti-oxidant components, and a sulfur metabolism pathway are induced. 

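The largest ratios among the thiamine genes with a symbol were those of thiC, which encodes the iron-sulfur enzyme that makes the pyrimidine part of thiamine. The copy thiC-1 had 8 reads in untreated cells and 178 after HU, a log2 ratio of 4.62 (95% interval 3.69 to 5.94), and thiC-2 had 41 and 192 reads (2.44, interval 1.96 to 2.98). Both copies are 1302 bp long and gained like numbers of reads, and reads shared between the copies cannot be separated in the table. A feature annotated as a match to a eukaryotic thiamine synthesis enzyme was also higher, at 1.37 (0.96 to 1.81). The interval held 0 for thiD-1, thiD-2, thiF, thiI, thiL and tenA-1, whose ratios ranged from -0.60 (thiI) to 0.66 (thiL), and tenA-2 was lower, at -1.02 (-1.91 to -0.21). Over the 9 thiamine genes with a symbol the median was 0.19, at percentile 81.1 of random lists matched on level. Genes of sulfate assimilation and sulfur oxidation had a median of 2.46 over 12 features, above that of all 10000 random lists, with 9 above 0 and 3 below. The thiosulfate:quinone oxidoreductase genes doxA and doxD had few reads. There were 4 for doxA in untreated cells and 17 after HU (2.26, interval 0.70 to 4.34), and 1 and 22 for doxD (4.42, interval 2.06 to 10.05, and 3.16 with a pseudocount of 10). The sulfur list's median was 1.51 with a member listed at 0, doxA-like, at the floor, and 0.08 without the genes of Table 1. For 5 features annotated with iron-sulfur in their notes the median was -0.45, at percentile 25.0. This list was matched on notes and does not hold cysI, cysH, thiC-1 or thiC-2. Of 10 genes of oxidative stress defence found by symbol, 3 were above 0 and 7 below, with a median of -0.32 at percentile 30.1. The peroxiredoxin genes bcp-1 and bcp-2 were at 1.29 (0.48 to 2.17) and -0.87 (-1.25 to -0.50), and the thioredoxin reductase gene trxB-2 was at 1.15 (0.15 to 2.26).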

The implications of these observations are discussed below.

**Table 1:** Transcripts Showing Significant (p < 0.05) Alterations in Level following Treatment with 5 mM Hydroxyurea for 4 hr

Genes	Description	Fold Change (log_2_)	p Value
SSO2292^∗^	Amino acid transport	−4.5	0.006
SSO6264^∗^	Purine biosynthesis operon	−4.2	0.024
SSO0626^∗^	5-Aminoimidazole-4-(*N*-succinylcarboxamide) ribonucleotide (SAICAR) synthase—and linked genes	−4	0.024
SSO3189^∗^	Amino acid transporter	−3.9	0.019
SSO2017+8	Enoyl-CoA hydratase, 1,2-phenylacetyl-CoA epoxidase—detoxification—has di-iron center SSO2018 may have role in benzoate catabolism	3.3	0.049
SSO1817	Thiosulfate sulfur transferase	3.4	0.047
SSO2908:2909: 2911	Uroporphyrin-III C-methyltransferase (sirohemesynthase) (cysG): sulfite reductase hemoprotein beta component(cysI): 3′-phosphoadenosine 5′-phosphosulfatesulfotransferase (PAPS reductase) (cysH)—4Fe⋅4S cluster-containing	3.4	0.046
SSO3059	Maltose transporter, permease	3.4	0.046
SSO3058	Maltose transporter, permease	3.6	0.036
SSO2881	FeS-containing radical SAM enzyme	3.6	0.036
SSO2858 and 2860	Selenium binding protein (possible role in redox modulation)	3.7	0.036
SSO2912: 2913:2914	Sulfate adenylyltransferase (sat): hypothetical: TauE (sulfite or taurine exporter)	3.6	0.032
SSO1591	Symporter	3.6	0.036
SSO2019–2022	Benzoate catabolism	3.8	0.047
SSO2966	Hypothetical	3.8	0.046
SSO1369	Thiamine pyrophosphate-dependent dehydrogenase	3.9	0.036
SSO3045–3048	Oligopeptide transport	4	0.048
SSO2671	Oligopeptide ABC transporter	4	0.032
SSO2976	Hypothetical	4.2	0.024
SSO1593	Major facilitator superfamily transporter for benzoate	4.4	0.006
SSO1102	Hypothetical transcriptional regulator—possible metal binder	4.5	0.014
SSO1816	FeS-containing protein—ferredoxin-like	4.5	0.014
SSO3055	Maltose transporter, ABC	4.5	0.0061
SSO2089	Ten-A/THI-4—adjacent to protease, so more like TenA?	4.5	0.024
SSO1741+2	DoxAD thiosulfate:quinone oxidoreductase	4.7	0.0075
SSO1324	Thiamine biosynthesis—4Fe⋅4S-containing	4.7	0.0047

Genes showing reduced expression after HU treatment are highlighted with an asterisk (^∗^).

## Discussion

In the current work, we have provided a description of the responses of a member of the archaeal domain of life to treatment with HU. The best-characterized role for HU is the inhibition of class I ribonucleotide reductase, and we were initially prompted to test the effect of HU on *Sulfolobus* because of the documented presence of a gene encoding a homolog of the class I RNR small subunit, NrdB. Furthermore, a number of recent studies have employed HU as a DNA-damaging agent in *Sulfolobus*, based on the untested assumption that it induces fork stalling, as in eukaryotes (Huang et al., 2015, Liang et al., 2013, van Wolferen et al., 2015). However, the RNR large subunit is clearly of the class II, vitamin B12-dependent, and HU-insensitive family. Regarding the NrdB homolog, recent work has described the existence of a series of NrdB-related proteins, termed R2lox (Andersson and Högbom, 2009, Högbom, 2011). This family was first identified in *Mycobacterium*, and although they have no demonstrated function, they are thought to play roles as ligand-dependent oxidases. One of the hallmarks of the R2lox family is the presence of a phenylalanine in place of the pivotal tyrosine residue in true RNR small-subunit proteins. Importantly, the *Sulfolobus* NrdB-like protein possesses a phenylalanine at this position. Furthermore, phylogenetic analyses clearly place it in the R2lox clade (Figures S2 and S3). Thus, it appears that this archaeal protein is not in fact a true RNR subunit. We also note that we have failed to detect any physical interaction between the *Sulfolobus* NrdB and NrdJ proteins. In agreement with the proposal that the NrdB-like protein is not a true RNR component, we demonstrate that there is no reduction of cellular dATP, dTTP, or dGTP pools following HU treatment. Intriguingly, we do observe a reduction of up to 2-fold in the levels of dCTP relative to total NTP levels. Although it is possible that this reduction in dCTP could impinge on replication rate, we note that similar reductions of dTTP in budding yeast have no impact on S-phase progression (Kohalmi et al., 1991, Liskay et al., 2007).

Although the classical target for HU is absent from archaea, HU treatment is clearly highly toxic to *Sulfolobus* cells, eliciting a graded series of responses depending on the concentration and timing of HU treatment. At 5 mM HU, we see ongoing replication initiation at *oriC1* and *oriC3* and reduced levels of initiation at *oriC2*, in the context of an overall slowing of S-phase, as detected both by flow cytometry and marker frequency analyses. We have previously shown that *oriC2* has a broader temporal window of firing within the cell population (Duggin et al., 2008). Our data could therefore indicate that impaired fork progression from *oriC1* and *oriC3* following HU treatment is sensed and results in a negative feedback to *oriC2*. This hypothesis is supported by the increased occupancy of genomic loci by MCM and a clear stimulation of the presence of the putative fork regression helicase Hel308 and the recombinase RadA on DNA, correlating with our observations of the accumulation of X-shaped DNA molecules at both origin-containing and non-origin loci. We note that Hel308 and RadA are essential for viability in *Sulfolobus*, preventing us from testing whether deletion of these genes sensitizes the organism to HU treatment (Zhang et al., 2013). Concomitant with these effects, we observe a reduction in the transcript levels for the Orc1-1 and Orc1-3 initiator proteins, and the regulatory subunit of primase. Conversely, the transcripts for RadA and Mre11 are elevated. Interestingly, although the operon encoding the genes for Rad50 and Mre11 has been previously shown to be upregulated by UV-induced DNA damage, the *radA* gene remained constitutively expressed after UV treatment (Fröls et al., 2007, Götz et al., 2007).

At 10 mM HU doses, we observe cessation of replication initiation at all three origins. For *oriC1* and *oriC2*, this can be explained by the marked reduction of the cognate Orc1-1 and Orc1-3 initiator proteins (Robinson et al., 2004, Samson et al., 2013), and the consequent inability to detect Orc1-1 and Orc1-3 at origins by ChIP. However, levels of the WhIP protein, the initiator required for *oriC3*, are not altered, and ChIP reveals that this protein remains associated with *oriC3* even after treatment with 10 mM HU. Thus, at this origin, replication is being inhibited downstream of origin specification. We note that the inability to mediate replication initiation at all three origins correlates with the maximal loss of the regulatory subunit of primase, and we propose that this may be a principal cause of the replication arrest.

The selective loss of PriL, the regulatory subunit of DNA primase, is intriguing. We were concerned that the effects on primase could be indirect, particularly because we observe cell death in the culture upon HU treatment. However, lethal doses of either hydrogen peroxide or UV light do not result in any detectable loss of PriL, suggesting that either HU itself or a peculiarity of the death caused by HU impacts specifically on primase. In support of the proposal that the effect of HU is direct, we observe that primase is destabilized by treatment with HU in vitro. PriL contains a labile 4Fe⋅4S cluster in its C-terminal domain and thus could be highly sensitive to the redox status of cells (Klinge et al., 2007). We note that 5 of the 21 transcripts induced upon 5 mM HU treatment encode proteins with candidate iron-binding modules. We cannot, however, detect any evidence for induction of the oxidative stress response protein *Ss*Dps, in contrast to the effect observed upon treatment of cells with high (30 μM) concentrations of hydrogen peroxide. Furthermore, oxidative stress induction by H_2_O_2_ treatment does not lead to any discernable loss of the regulatory subunit of primase. Additionally, we do not observe any significant alteration in levels of transcripts for the genes encoding components of the SUF pathway that performs iron-sulfur cluster biosynthesis (Iwasaki, 2010). We note that hydroxyurea has been demonstrated to chelate iron ions in weakly acidic conditions (Konstantinou et al., 2011). This suggests a potential mechanism for the destabilization of the labile FeS cluster in PriL (Klinge et al., 2007). We speculate that destabilization of the cluster leads to localized unfolding of the PriL protein and thus accounts for the precipitation of the primase complex that we observe in vitro and targeted degradation of the destabilized PriL in vivo.

Although loss of the primase could account for the replication arrest we observe, it is likely that HU will have additional toxic effects in the cell. Kuzminov and colleague (Kuong and Kuzminov, 2009) revealed that “aged” HU solutions contain cyanide, nitrous oxide, and a number of peroxides. 

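The gene paaF-4, an enoyl-CoA hydratase gene of phenylacetate breakdown, was higher after HU, with 22 reads in untreated cells and 191 after HU. Its log2 ratio was 3.33 (95% interval 2.70 to 4.05). It opens a run of 6 neighbouring features, spanning positions 1831629 to 1836595, all of them higher. Of the other 5, 3 are annotated to detoxification and the remaining features both carry the symbol acsA-4, with ratios of 3.09 and 3.16. Together the run had 86 reads in untreated cells and 569 after HU, and its median was 3.24. The other paaF genes did not move together. The gene paaF-3 was higher, at 2.17 (1.73 to 2.65), whereas paaF-2 was at -0.93 (-1.68 to -0.23), paaF-1 at -0.82 (-1.91 to 0.18) and paaF-5 at -1.82 (-5.19 to 0.33). Over 9 phenylacetate genes with a symbol the median was 1.01, at percentile 99.7 of random lists, with 6 above 0. This list was made after the table had been seen. It holds paaF-4, which Table 1 may list by locus tag, so its percentile is not independent support. The runs that begin with paaF-3 and paaF-4 gained like numbers of reads, and reads shared between them cannot be separated in the table. Among transporters, a feature annotated with sugar and phosphate as substrates had 17 reads in untreated cells and 315 after HU (4.40, interval 3.74 to 5.24). It was chosen after its values were seen, and the table does not name benzoate as a substrate of any feature matched here. Table 1 might list this feature under a locus tag, possibly as the benzoate transporter, for which it gives 4.4. Other transport features were lower, such as a feature with 568 reads in untreated cells and 33 after HU (-3.86).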

Notably, our RNA-seq data reveal the induction of a transporter for a free radical scavenger, benzoate, as well as a cluster of genes involved in benzoate catabolism. 

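A run of 6 neighbouring features, cysG, cysI, cysH, sat and a pair named by coordinates only, was higher after HU as a whole. It spans positions 2659249 to 2665023 and had 185 reads in untreated cells and 1411 after HU. The log2 ratio of the summed reads was 3.16 (95% interval 2.94 to 3.39), the median of the 6 features was 3.13, and their ratios lay between 2.66 and 3.60. A gene outside the run, cysM, was at 0.08 (-0.36 to 0.52), and cysA-1 was at -0.93 (-2.06 to 0.09), whereas cysA-2, doxA and doxD, also outside it, were at least 4-fold higher.

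**Figure D2:**
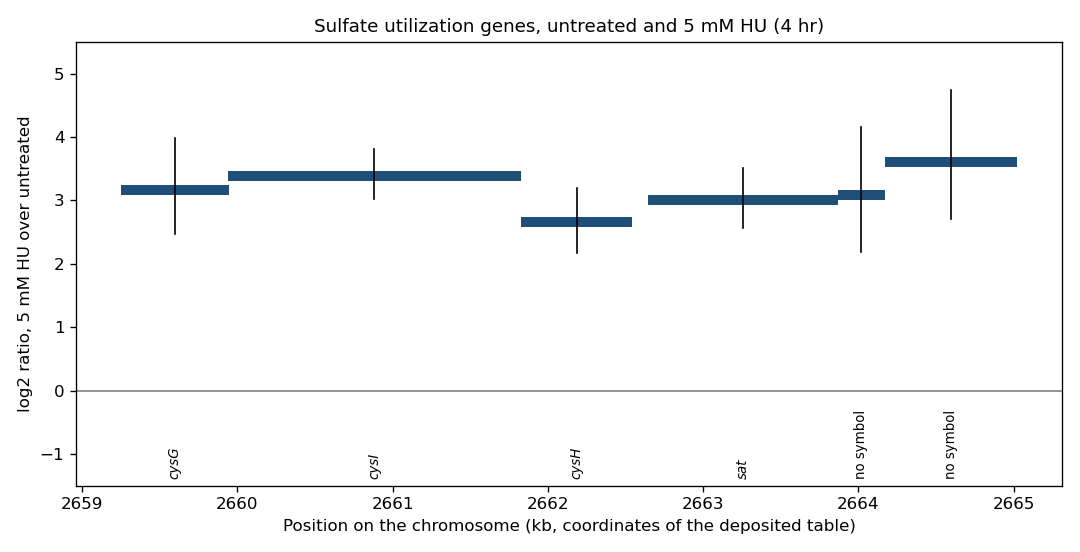
Log2 ratio of HU over untreated (vertical axis) against chromosome position in kb (horizontal axis) for the 6 neighbouring features from cysG on. Bars span each feature at its ratio, thin lines are the 95% counting intervals with 1 library per condition, and the bars lie between 2.66 and 3.60.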

We additionally observe induction of biosynthetic enzymes for thiamine, an antioxidant, as well as elevated transcription of a sulfate utilization operon that encodes enzymes in a pathway that proceeds via adenosine 5′-phosphosulfate (APS) and sulfite to generate hydrogen sulfide. 

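The gene cysI, which encodes the sulfite reductase hemoprotein, had 62 reads in untreated cells and 560 after HU. Its RPKM was 85.2 and 900.1, a log2 ratio of 3.39 (95% interval 3.02 to 3.80). Just before it lies cysG, whose product makes siroheme, with 18 reads in untreated cells and 140 after HU (3.17, interval 2.47 to 3.98). The intervals of both genes overlap, and the difference between their ratios was not tested.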

Notably, the gene for the sulfite reductase is upregulated, as is that for Uroporphyrin-III C-methyltransferase, responsible for biosynthesis of the siroheme co-factor necessary for sulfite reductase activity. Furthermore, we observe the induction of SSO1817, a thiosulfate sulfur-transferase and homolog of Rhodanese, an enzyme that de-toxifies cyanide utilizing thiosulfate to generate thiocyanate and sulfite (Cipollone et al., 2007). Elevated sulfite, itself a toxic metabolite, can be dealt with in three ways, via the action of sulfite reductase to generate hydrogen sulfide; via APS reductase and sulfate adenylate transferase; and finally by export from the cell via the sulfite exporter. Genes for proteins in all three of these pathways are upregulated in our RNA-seq dataset (Table 1; Figure S6).

We speculate therefore that, although we prepared fresh HU solutions prior to experiments, in accordance with the Arrhenius equation the high temperatures required to grow *Sulfolobus* (75–80°C) may have accelerated the generation of these toxic breakdown products, resulting in induction of the protective responses that we document in the RNA-seq analyses. Thus, we conclude that the extensive DNA damage we observe may be a consequence of direct action of these by-products rather than via depletion of dNTP pools and consequent replication fork stalling. In addition, destabilization of the iron-sulfur cluster in the regulatory subunit of the primase, leading to degradation of this subunit, will lead to cessation of DNA synthesis.

In addition to the reduction in levels of the subset of “early” replication factors, we observe reduced levels of the cell division protein CdvA and almost complete loss of the ATPase Vps4 (Samson et al., 2008, Samson et al., 2011). Notably, like Orc1-1 and Orc1-3, levels of Vps4 protein do not vary in a normal cell cycle, suggesting the existence of a targeting system that directs these proteins for degradation upon cellular stress (Duggin et al., 2008, Samson et al., 2008). However, unlike previous work where we have impaired cell division by overexpressing a *trans*-dominant-negative allele of Vps4, in the present situation we do not observe the generation of cells with a greater than 2C content (Samson et al., 2013). Thus, the combination of impairing replication initiation with targeting the cell division machinery appears to prevent overreplication events. This behavior could be viewed as a checkpoint response, allowing the cell time to repair damage. Given that *Sulfolobus* species lack the sophisticated kinase cascades that govern eukaryotic cell cycle progression, it will be of considerable interest to determine the nature and molecular basis of the coordinate regulation of eukaryotic-like core replication and cell division machineries.

## Experimental Procedures

### Cell Growth and Drugs Treatment

*S. solfataricus* P2 cells were grown at 78°C in Brock’s medium, pH 3.2, containing 0.1% (w/v) tryptone. Cells to be treated with HU (Sigma), thiourea (Sigma), or H_2_O_2_ (Sigma) were grown to *A*_600_ = 0.3 before an indicated amount of the drug was added. All drug treatments were done at 78°C. For HU block and release, a 20-mL HU-treated culture was washed three times with 2 mL of pre-warmed water before growth was resumed in fresh Brock’s medium. For hydrogen peroxide and UV treatment, *S. solfataricus* P2 was grown in Brock’s medium to an OD_600_ of 0.1–0.2 and then split into two cultures, and one was exposed to 200 J/m^2^ UV using a SpectroLinker XL-1000 UV Crosslinker (Spectronics Corporation). For hydrogen peroxide treatment at 30 and 100 μM, hydrogen peroxide was added to one culture at 100 or 30 μM, whereas the other had water added in equal volume as a control. The liquid cultures were grown shaking at 78°C for 4 and 7 hr. At both time points, OD_600_ readings and cell extract samples for western blots were taken, and each culture was spotted onto plates as previously described.

### Flow Cytometry

100 μL of culture was mixed with 700 μL of ice-cold ethanol and stored at 4°C. Cells were centrifuged for 5 min at 13,000 rpm and resuspended in 1 mL of 10 mM Tris-Cl (pH 7.4), 10 mM MgCl_2_. Cells were centrifuged and then resuspended in the same buffer containing 10 μM Sytox Green (Invitrogen) and 100 μg/ml RNase A. Samples were analyzed on a Dako CyAn ADP flow cytometer with a 488-nm laser excitation, operated by Summit software.

### Cell Viability Tests

Cell culture was diluted to *A*_600_ = 0.1 (equivalent to 1 × 10^8^ cells/ml) with pre-warmed water and was then 10-fold serially diluted to *A*_600_ = 1 × 10^−4^ (equivalent to 1 × 10^5^ cells/ml). 50 μL of the diluted cells were plated onto Brock’s plates in triplicate. Plates were incubated at 78°C until colonies appeared. The number of viable cells per ml was calculated by multiplying the average number of colonies formed on a plate by the dilution factor and dividing it by the volume of cells plated. For spotting assays, the cell culture was diluted to *A*_600_ = 0.1 (equivalent to 1 × 10^8^ cells/ml) and then serial diluted in 10 folds concentration steps. 5 μL of each dilution were spotted onto gelrite plates made with varying concentrations of HU.

### Whole-Cell Lysate Preparation and Western Blotting

20 mL of cell culture were harvested and resuspended in 20 μL of water per μg of pellet. SDS-PAGE loading buffer was added to 1×, and the sample was boiled for 5 min. Ten to 15 μL of whole-cell extract was separated by SDS-PAGE, and standard western blotting was then performed. Hel308 antibodies were raised in rabbits injected with purified recombinant *Sulfolobus* Hel308 protein (a kind gift from Malcolm White, St. Andrews, UK).

### dNTP and NTP Pools Quantitation

A total of 2.7 × 10^10^ cells per measurement was harvested by filtration through 0.45 μm nitrocellulose filters (Millipore), resuspended in 0.7 mL of ice-cold 10% TCA and 15 mM MgCl_2_, and processed as described (Jia et al., 2015).

### Genomic DNA Preparation and Analysis

10 mL cell culture were harvested and resuspended in 300 μL of lysis buffer (20 mM Tris-HCl [pH 8], 5 mM EDTA, 1% SDS). The lysate was extracted at least three times with phenol:chloroform, 1:1, until the aqueous layer was clear. DNA was then ethanol precipitated and RNase A (1 mg/ml) digested. 5 μg DNA were analyzed by 1% agarose gel electrophoresis.

### qRT-PCR and RNA-Seq

Total RNA purification, reverse transcription, and qPCR were carried out as described (Samson et al., 2008). Primers used for qPCR are listed in Table S2. RNA-seq was performed on RNA pooled from triplicate cultures of treated and untreated cells. Library preparation and sequencing were performed by the Wellcome Trust Centre for Human Genetics (Oxford, UK). Data were analyzed using the SeqMonk package (http://www.bioinformatics.babraham.ac.uk/projects/seqmonk/); significant changes in transcript levels were identified using the Intensity Difference method.

### ChIP, qPCR, MFA, and 2D Agarose Gel Electrophoresis

MFA was performed as described; 2D gel electrophoresis and Southern transfer were carried out as detailed previously (Robinson et al., 2004). Probes for detecting Sso2661 and Sso1521 regions were amplified by PCR from *S. solfataricus* P2 genomic DNA using the primers listed in Table S3. ChIP and qPCR using the primers listed in Table S3 were carried out as described (Duggin et al., 2008). Primers used for qPCR are listed in Table S3.

### Statistical Analysis

ChIP and qRT-PCR experiments were performed in triplicate, and SDs were calculated. RNA-seq was performed on pooled triplicate biological samples. Statistical analysis of the data was performed using the intensity difference test (http://www.bioinformatics.babraham.ac.uk/training/Advanced%20SeqMonk.pdf).

### Cloning and Purification of PriSLX

PriX (Liu et al., 2015) was PCR amplified from *S. solfataricus* genomic DNA using two primers: PriX5′ (5′-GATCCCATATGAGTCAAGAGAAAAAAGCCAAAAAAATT) and PriX3′ (5′-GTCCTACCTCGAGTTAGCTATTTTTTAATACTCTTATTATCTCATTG), which contain the underlined restriction enzyme sites for NdeI and XhoI, respectively. The PriX gene was then inserted into the RSFDuet-1 vector (Novagen) to create the expression vector PriX-pRSF. PriS and PriL were previously cloned and expressed in our laboratory (Lao-Sirieix and Bell, 2004; expression vector-pETpri). *E. coli* Rosetta (BL21) cells were co-transformed with pETpri and PriX-pRSF and grown in LB medium supplemented with chloramphenicol, ampicillin, and kanamycin. When *A*_600_ reached 0.4, 1 mM isopropyl-β-d-thiogalactopyranoside was added to induce expression of PriS, PriL, and PriX. Additionally, the media was supplemented with 0.5 mM l-cysteine and 0.5 mM ammonium iron(II) sulfate hexahydrate to promote iron-sulfur cluster production in PriL. After 4 hr, cells were harvested by centrifugation. In order to limit iron sulfur cluster oxidation, the entire purification was carried out in a single day. Cells were lysed in buffer A (10 mM Tris [pH 8], 150 mM NaCl, 14 mM 2-mercaptoethanol) and a cocktail of protease inhibitors (Roche; Complete) by French press and pelleted. The supernatant was heat treated at 70°C for 20 min before a final centrifugation step. The remaining soluble supernatant was loaded onto a 5-mL HiTrap Heparin column (GE Healthcare) and eluted using a linear gradient from buffer A to buffer B (10 mM Tris [pH 8], 1 M NaCl, 14 mM 2-mercaptoethanol). Peak fractions eluted around 60% buffer B and were pooled and loaded onto a Superdex 26/600 75 (GE Healthcare) equilibrated with buffer A. The resulting peak fractions were pooled and flash frozen.

### Precipitation Assay

100 μL reactions containing the indicated proteins at 13.5 μM were incubated with either water, 5 mM HU, or 10 mM HU. Reactions were incubated at 78°C (the growth temperature of *Sulfolobus*) for 4 hr. 60 μL of the whole reaction were pelleted, and 30 μL of the soluble fraction were mixed with loading dye. The pellet was resuspended in 30 μL of water and mixed with loading dye. Soluble and insoluble fractions were separated on an SDS-PAGE gel and stained with Coomassie dye. Enrichment of primase in the insoluble fractions was compared relative to the water-treated insoluble fraction and determined using the ImageQuant software.

## Author Contributions

L.P.L., S.D.B., and A.C. designed experiments and interpreted the results. L.P.L., Z.Y.L., M.C., Z.K., and L.M. performed experiments. S.D.B. wrote the paper with input from all authors.

## Accession Numbers

The accession number for the RNA-seq analysis reported in this paper is GEO: GSE87612.

## Supplemental Information

Document S1. Figures S1–S5 and Tables S1–S4

Document S2. Article plus Supplemental Information

# Supplementary material for: Hydroxyurea-Mediated Cytotoxicity Without Inhibition of Ribonucleotide Reductase
**Source:** Cell Rep. 2016 Nov 1;17(6):1657–70. doi: 10.1016/j.celrep.2016.10.024
**Supplement:** Document S1. Figures S1–S5 and Tables S1–S4

Cell Reports, Volume 17

Supplemental Information

Hydroxyurea-Mediated Cytotoxicity

Without Inhibition of Ribonucleotide Reductase

Li Phing Liew, Zun Yi Lim, Matan Cohen, Ziqing Kong, Lisette Marjavaara, Andrei Chabes, and Stephen D. Bell

Class II RNR large subunit	NrdB-like possible small subunit		
●	●	<i>Sulfolobales</i>	Crenarchaea
●	○	<i>Desulfurococcales</i>	
●	○	<i>Fervidococcales</i>	
●	○	<i>Thermoproteales</i>	
●	○	<i>Acidilobales</i>	
●	○	<i>Thermoplasmata</i>	Euryarchaea
●	○	<i>Archaeoglobi</i>	
●	○	<i>Methanobacteriales</i>	
●	○	<i>Methanomicrobia</i>	
●	●	<i>Halobacteria</i>	
●	○	<i>Thermococci</i>	
●	○	<i>Nitrososphaerales</i>	Thaumarchaea
●	○	Marine archaeal group 1	
●	○	<i>Cenarchaeales</i>	
●	○	<i>Korarchaeales</i>	Korarchaea
●	○	<i>Aigarchaeota</i>	Aigarchaea

Figure S1. Distribution of Class II Ribonucleotide Reductase large subunits and homologs of the NrdB Class I small subunit in the indicated groups of archaea (related to Figure 1). Filled circles indicate presence of homologs, open circles indicate their absence.

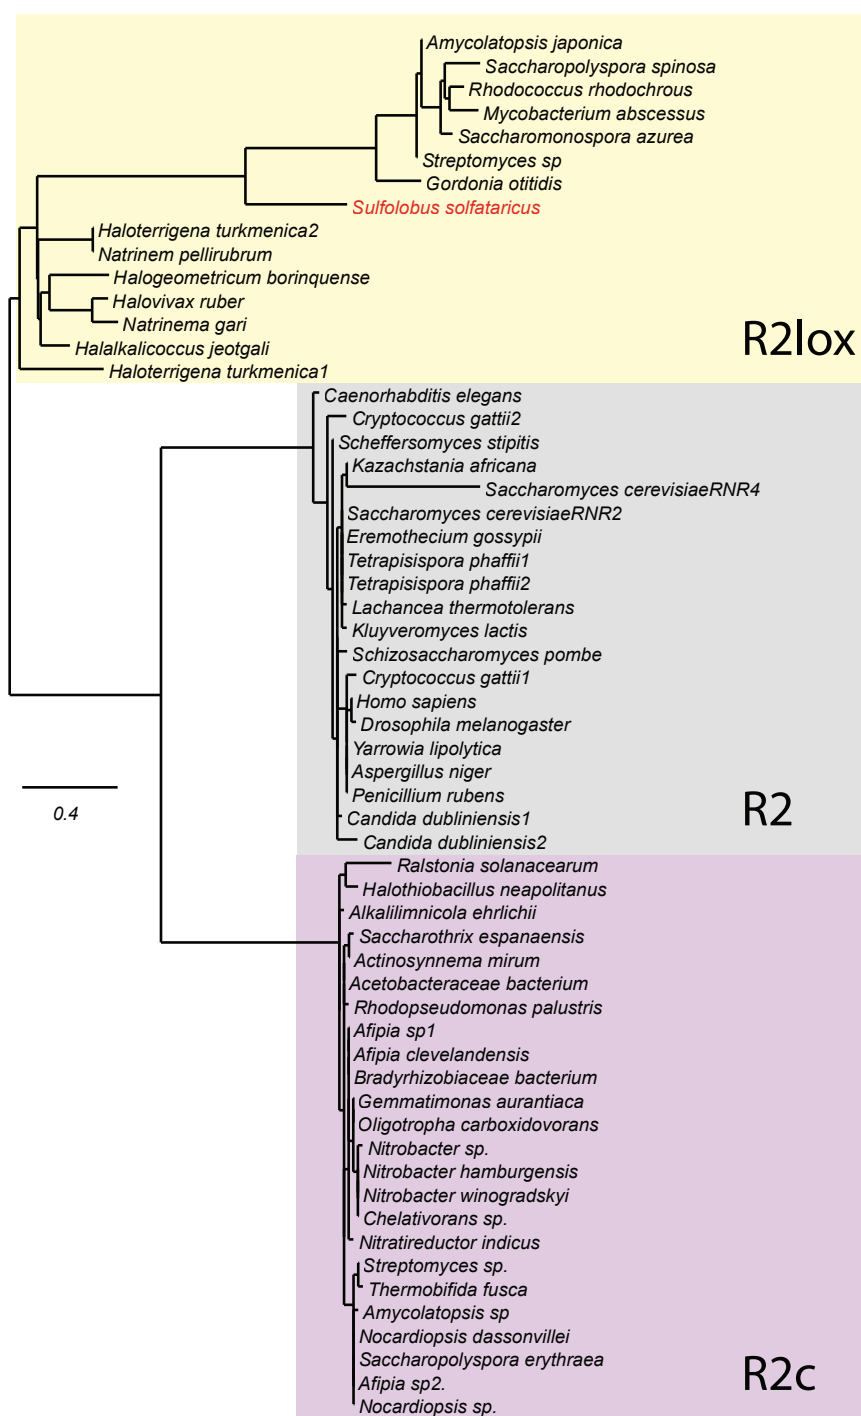

Figure S2. *Sulfolobus* “NrdB” is not a bona fide RNR-subunit but rather is a R2lox family member (related to Figure 1). Phylogenetic analyses of homologs of the NrdB-like protein reveal that the *Sulfolobus* SSO2498 gene product (red) is a member of the R2lox family of non-RNR-associated ligand-dependent oxidases (Andersson and Hogbom, 2009; Hogbom, 2011). The tree was generated using the server at www.phylogeny.fr (Dereeper et al., 2008). Accession numbers are listed in Table S4.

```

SSO2498      1  -----
Ecoli        1  -MAYTTF-----
Pseudomonas  1  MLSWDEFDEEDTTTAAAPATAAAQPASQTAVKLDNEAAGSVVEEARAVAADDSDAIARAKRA

SSO2498      1  -----MGMSFE-----EYKHEYFKSIRS-----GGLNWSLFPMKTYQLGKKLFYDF
Ecoli        7  -----SQ-----TKNDQLKEPMFFGQPVNVARYDQOKY-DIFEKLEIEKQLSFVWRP
Pseudomonas  61  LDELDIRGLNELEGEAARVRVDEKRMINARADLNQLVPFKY-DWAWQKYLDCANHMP

SSO2498      42  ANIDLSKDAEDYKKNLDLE---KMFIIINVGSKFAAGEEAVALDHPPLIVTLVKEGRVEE
Ecoli        52  EEVDVSRDRIDY---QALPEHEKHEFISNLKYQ-TLLDSIQGRSP--NVALPLTISIPEL
Pseudomonas  120  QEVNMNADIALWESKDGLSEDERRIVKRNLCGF-STADSLVANNL--VLATYRLITNPEC

SSO2498      98  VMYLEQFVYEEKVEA*RRFFDIVN-----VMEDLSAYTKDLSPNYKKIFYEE
Ecoli        106  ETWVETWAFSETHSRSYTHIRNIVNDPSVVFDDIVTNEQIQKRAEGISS-----YDEE
Pseudomonas  177  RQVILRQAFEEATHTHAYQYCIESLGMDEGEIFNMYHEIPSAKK-----

SSO2498      147  LP--KAMWNLSRDPS-----PE--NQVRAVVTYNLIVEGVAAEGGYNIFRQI
Ecoli        161  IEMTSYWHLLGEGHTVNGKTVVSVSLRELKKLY-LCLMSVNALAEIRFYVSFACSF-A
Pseudomonas  222  -----ASWGLKYT--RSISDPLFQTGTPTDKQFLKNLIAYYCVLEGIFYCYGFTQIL-S

SSO2498      190  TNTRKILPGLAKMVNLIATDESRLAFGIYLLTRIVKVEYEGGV-----VKAAM
Ecoli        219  FAERELMEGNAKIIRLIARDEALHITGTOHMLNLRSGADDPMAEIAEECKQECYDLFV
Pseudomonas  274  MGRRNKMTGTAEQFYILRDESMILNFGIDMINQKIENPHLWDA----EMKDEATQMIL

SSO2498      238  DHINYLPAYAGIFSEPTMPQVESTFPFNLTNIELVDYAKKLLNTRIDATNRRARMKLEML
Ecoli        279  QAAQOEKDW-----ADYLFRDGSMI--GLNKDILCOVEYITNIRMQAVGLDL-----P
Pseudomonas  330  QGTQLEIEY-----ARDTMP-RGVL--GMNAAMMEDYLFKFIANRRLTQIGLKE-----E

SSO2498      298  LEKD---LDVIESW-----
Ecoli        326  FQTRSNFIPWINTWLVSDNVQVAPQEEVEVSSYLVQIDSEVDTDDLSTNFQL
Pseudomonas  376  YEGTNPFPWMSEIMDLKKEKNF-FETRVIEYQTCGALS---WD-----

```

Figure S3 The *Sulfolobus* NrdB-related protein lacks the residue that forms the tyrosyl radical in true Class I RNR small subunits (related to Figure 1). Sequence comparison of *Pseudomonas aeruginosa* and *E. coli* NrdB with the *S. solfataricus* NrdB-like protein SSO2498. The essential tyrosine residue in the bacterial proteins is highlighted in red indicating its substitution by phenylalanine in the archaeon. Proteins sequences were aligned using ClustalOmega (Sievers et al., 2011) and shaded using the BoxShade Server (http://www.ch.embnet.org/software/BOX_form.html)

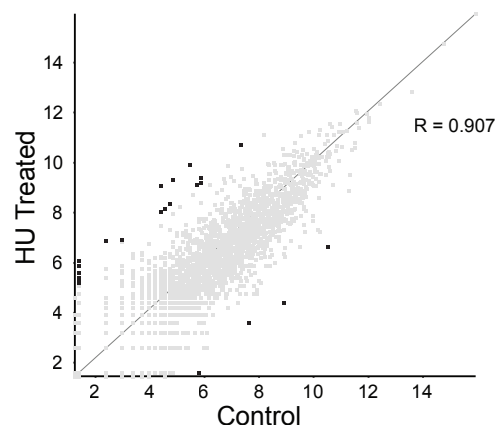

Figure S4. Comparison of RNA Seq data from control and treated cells (related to Table 1). Scatter plot comparing RNA-Seq results from HU-treated and untreated *S. solfataricus* cells. Statistically significant changes in level are indicated in black.

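In a plot of this kind each point is a transcript, placed by its level in untreated and in HU-treated cells, and transcripts of equal level lie on the diagonal. At low levels the points fall on steps of a single read, since 1006 of the features had under 10 reads in untreated cells and 1090 after HU. For 209 features the untreated library held 0 reads, and for 211 the HU library did.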

Figure S5. Potential detoxification pathway for HU breakdown products inferred from RNA Seq data (related to Table 1). RNA Seq data reveal elevated levels of transcripts for the enzymes indicated by the bold black arrows. We propose that cyanide generated by the thermal breakdown of HU is fed into this pathway by the action of thiosulfate sulfurtransferase generating thiocyanate and sulfite.

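Transcripts of the enzymes between sulfate and sulfite were higher after HU. The gene sat, which encodes sulfate adenylyltransferase, had 44 reads in untreated cells and 306 after HU, a log2 ratio of 3.01 (95% interval 2.56 to 3.51). The gene cysH, which encodes the phosphosulfate reductase that yields sulfite, had 40 and 217 reads (2.66, interval 2.17 to 3.19). Of the features that follow sat, which have no symbol, the second was at 3.60 (2.71 to 4.75). The paper starts from the induction of the thiosulfate sulfurtransferase SSO1817 and of enzymes that act on sulfite. SSO1817 could not be joined to the table by locus tag, though the table may hold it under another name. From these inductions the paper proposes a route that removes breakdown products of HU. In it cyanide becomes thiocyanate, and the sulfite formed with it is passed on.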

Gene	mRNA ratio<br>(HU treated:untreated)
<i>orc1-1</i>	0.25
<i>orc1-2</i>	1.7
<i>orc1-3</i>	0.62
<i>whiP</i>	1.1
<i>priL</i>	0.64
<i>radA</i>	2.4
<i>mre11</i>	2.3

Table S1:Related to Figure 2: qRT-PCR quantitation of the indicated transcripts, comparing cells treated with 0 and 5 mM HU for 4 hours.

Oligonucleotide	Sequence (5' – 3')
Orc1-1fwd	GGGAAAGACAGCCGTAGTGA
Orc1-1rvs	AACCCGGTAAATGGAACCTT
Orc1-2fwd	GGATCGCCAGTGGTATTGTT
Orc1-2rvs	CCCATTGTGATCTCATCAGC
Orc1-3fwd	AGCACGGTGATGCAAGGAAAGCA
Orc1-3rvs	CACTAACGTGTCAACCTCGTCAAGA
WhiPfwd	CCCAGATCCAAATTGGTTGA
WhiPrvs	CGCTTAAGTGCCATCTTCCT
RadAfwd	TGGCCGTAAGGCAACAAAAGCT
RadArvs	ACCACCAACTGCCACAGTAGGGT
Mre11fwd	ACCACGACACTCCAAAGAGG
Mre11rvs	GCGGATAACGCGCTAACTAA
PriLfwd	TGAACCCGTACTCGTGTTTT
PriLrvs	TCTCCTCATTCTCGGTGTGA

Table S2, related to Figure 2: Primer pairs used for the qRT-PCR analyses.

Oligonucleotide	Sequence (5' - 3')
Sso1521fwd	GGCAAGTGGGTTGTTGAGAT
Sso1521rvs	TTACAGCGTCCCAAAGTCC
Sso2661fwd	GGAGCCGCAGCAGTATTAAG
Sso2661rvs	ACGCATACCCTGAAAGATCG
OriC1fwd	TTTACCAGAGACCTACCCCATTGTTTC
OriC1rvs	GGGACCCATCTATTTCTCTGG
OriC2fwd	TGTTTCAGATGAAATTAAGAGAGTGTCTC
OriC2rvs	CCCAGTTATGCAGTAAATTTCTGTG
OriC3fwd	GTTATACTTCTATGGGCATATTGGGG
OriC3rvs	TGACATTAAATTCTCCCTCCTACTTGC
Sso2847fwd	GGGAAGCACTAAGCCAGATAATCC
Sso2847rvs	ACCTGAAATGCAGCTGGAGG

Table S3: Related to Figure 4. Primers used for amplifying the loci indicated in their names. The Sso1521 and Sso2661 yielded amplicons that were used for preparation of probes for 2D gel analyses. The remaining primers were used in qPCR quantitation of DNA recovered in ChIP experiments.

Accession Number	Species
AAK42633.1	<i>Sulfolobus solfataricus</i> P2
WP_008415238.1	<i>Halalkalicoccus jeotgali</i>
WP_006054776.1	<i>Halogeometricum borinquense</i>
WP_012945201.1	<i>Haloterrigena turkmenica</i> ORF1
WP_012945997.1	<i>Haloterrigena turkmenica</i> ORF2
WP_015298815.1	<i>Natrinema pellirubrum</i>
WP_008456675.1	<i>Natrinema gari</i>
AGB17208.1	<i>Halovivax ruber</i>
WP_052617888.1	<i>Mycobacterium abscessus</i>
WP_054370857.1	<i>Rhodococcus rhodochrous</i>
WP_005448065.1	<i>Saccharomonospora azurea</i>
WP_010308649.1	<i>Saccharopolyspora spinosa</i>
WP_007238417.1	<i>Gordonia otitidis</i>
WP_038507879.1	<i>Amycolatopsis japonica</i>
WP_009083906.1	<i>Streptomyces</i> sp. AA4
ABI57445.1	<i>Alkalilimnicola ehrlichii</i>
EHL99301.1	<i>Acetobacteraceae</i> bacterium
WP_012823881.1	<i>Halothiobacillus neapolitanus</i>
WP_011582020.1	<i>Chelativorans</i> sp. BNC1
EKS35359.1	<i>Afipia clevelandensis</i>
EGP10090.1	<i>Bradyrhizobiaceae</i> bacterium SG-6C
WP_009340611.1	<i>Afipia</i> sp.1
WP_009451442.1	<i>Nitratireductor indicus</i>
WP_013224744.1	<i>Afipia</i> sp.2
ABD89058.1	<i>Rhodopseudomonas palustris</i>
WP_009075962.1	<i>Streptomyces</i> sp. AA4
WP_016333204.1	<i>Amycolatopsis</i> sp.
ACI93866.1	<i>Oligotropha carboxidovorans</i>
WP_009947973.1	<i>Saccharopolyspora erythraea</i>
ABA06137.1	<i>Nitrobacter winogradskyi</i>
CCH32194.1	<i>Saccharothrix espanaensis</i>
BAH38790.1	<i>Gemmatimonas aurantiaca</i>
ABE64392.1	<i>Nitrobacter hamburgensis</i>
WP_014908832.1	<i>Nocardiopsis</i> sp.
WP_009796979.1	<i>Nitrobacter</i> sp.
ACU37069.1	<i>Actinosynnema mirum</i>
ADH69995.1	<i>Nocardiopsis dassonvillei</i>
WP_011293419.1	<i>Thermobifida fusca</i>
NP_982406.1	<i>Eremothecium gossypii</i>
XP_001401310.1	<i>Aspergillus niger</i>
NP_497821.1	<i>Caenorhabditis elegans</i>
XP_002418255.1	<i>Candida dubliniensis</i> 1

XP_002418662.1	<i>Candida dubliniensis</i> 2
XP_003196606.1	<i>Cryptococcus gattii</i> 1
XP_003196693.1	<i>Cryptococcus gattii</i> 2
XP_003959265.1	<i>Kazachstania africana</i>
XP_455757.1	<i>Kluyveromyces lactis</i>
XP_002551960.1	<i>Lachancea thermotolerans</i>
XP_002567793.1	<i>Penicillium rubens</i>
XP_001382334.2	<i>Scheffersomyces stipitis</i>
WP_003273165.1	<i>Ralstonia solanacearum</i>
NP_596546.1	<i>Schizosaccharomyces pombe</i>
XP_003685845.1	<i>Tetrapisispora phaffii</i> 1
XP_003688271.1	<i>Tetrapisispora phaffii</i> 2
XP_500466.1	<i>Yarrowia lipolytica</i>
AJR59499.1	<i>Saccharomyces cerevisiae</i> RNR2
NP_001025	<i>Homo sapiens</i>
NP_525111.1	<i>Drosophila melanogaster</i>
AJR77267.1	<i>Saccharomyces cerevisiae</i> RNR4

Table S4 Related to Figures 1 and S2: Accession numbers of proteins sequences used in the phylogenetic tree in Figure S2.

Additional References

Dereeper, A., Guignon, V., Blanc, G., Audic, S., Buffet, S., Chevenet, F., Dufayard, J.F., Guindon, S., Lefort, V., Lescot, M., Claverie, J.M. and Gascuel, O. (2008) Phylogeny.fr: robust phylogenetic analysis for the non-specialist. *Nucleic Acids Res.* *36*, W365-369

Sievers, F., Wilm, A., Dineen, D., Gibson, T.J., Karplus, K., Li, W., Lopez, R., McWilliam, H., Remmert, M., Söding, J., Thompson, J.D. and Higgins, D.G. (2011) Fast, scalable generation of high-quality protein multiple sequence alignments using Clustal Omega. *Mol. Syst. Biol.* *7*, 539

How the deposited data were processed for this re-analysis (not part of the article)

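RNA-seq of *S. solfataricus* compared untreated cells with cells exposed to 5 mM HU for 4 hr. The RNA of 3 cultures per condition was pooled before sequencing, so the data are 1 library per condition. The authors analysed the reads with SeqMonk and deposited a table of RPKM, reads divided by feature length and by the size of the library. The paper's text does not state the version of SeqMonk, the aligner or the genome build. Reads per feature were worked back from the RPKM, the feature length (end minus start plus 1) and the step of each library, and all 2993 features gave whole reads in both libraries within a tolerance of 0.001. The largest deviation was 7.6e-05 of a read in the untreated and 0.0001 in the HU library. The step gives the reads that the values had been divided by, 384454 for the untreated and 328653 for the HU library, and 48.6% and 46.3% of these lie in the listed features. The 56 blank rows of the table were left out.

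Log2 ratios of HU over untreated were computed with a pseudocount of 1 RPKM for the 2602 features with a mean of at least 10 RPKM, and 391 features were not kept. Since there are no replicates, no p-value or SD is given for the conditions. Counts of changed features follow a fixed rule of size, a log2 ratio of at least 2 or at most -2. Exact Clopper-Pearson 95% intervals of the ratio of the reads describe counting error only, as reads are not independent molecules. The floor for 0 reads was 3 reads. The intensity difference rule of the paper was rebuilt as a description, with the mean and SD of the differences of the 1% of genes nearest in mean log2 level, the gene itself included, a normal tail and a Benjamini-Hochberg threshold of 0.05.

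Before the data were examined, 30 gene lists were fixed as patterns of symbols and product names, and 17 of them had at least 3 kept members. A list's median was set against the medians of 10000 random lists of the same size matched on mean level in 10 bins, and its percentile among them is a description of these libraries, not a test. Random lists were drawn gene by gene and not matched on position, so neighbouring genes that change together can make a percentile more extreme. The patterns rest on names, and some matched words in unrelated notes, so 15 lists by gene symbol were added after the table had been seen. For 8 fixed patterns no feature matched, among them the SUF pathway.

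Genes named in the text are those that the paper names for this experiment and that the table gives by symbol, the 10 highest and 10 lowest ratios outside Table 1, and up to 4 members of each list with the largest absolute ratio. The paper's fold changes had been read when this rule was fixed. Members of runs of at least 3 neighbouring features, each with an interval wholly beyond 2-fold in 1 direction, were named after their values were seen, as were genes named for comparison. Where list medians leave out the genes of Table 1, thiC-1 and thiC-2 were left out as well, since Table 1 describes a thiamine synthesis gene by locus tag only. No locus tag could be joined to the table, so SSO1817, priL, whiP, dps and the SUF genes were given no value. The table may hold them under other names. The reference genome was not used.

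Alternatives set before the data were examined were pseudocounts of 0.1 and 10, no filter and a mean of at least 50 RPKM, ratios centred on their median, values rescaled without the 10 most abundant features, a local sample of 5% for the intensity difference rule, exact intervals, sizes of 2-fold and 8-fold, and list medians without the genes of Table 1 or without the member with the largest ratio. Alternatives added after the data were seen were the scale of RPM, the intensity difference rule without adjustment and with the gene itself left out of its local sample, and features listed at 0 taken at the floor. The steps were tested on simulated reads of 2993 features at the same depth, of which 200 were changed. The exact intervals held the true ratio for 97.0% of the kept features, and 41 of 2383 unchanged features differed at least 4-fold by counting noise alone. The rebuilt intensity difference rule called 23 of 50 features changed 16-fold. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.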

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

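Most of these results concern genes that the paper does not discuss, and the copies of thiamine and paaF genes belong to groups that it reports. They were found as runs of at least 3 neighbouring features with counting intervals wholly beyond 2-fold, at least 2 of them with a symbol, or as a gene list, and the tests below were chosen after the values were seen, apart from the test on gene length.

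Next to the purine genes lie argG, argH, carA, carB and rimK-2, of which the first pair makes arginine from citrulline and carA and carB make carbamoyl phosphate. All 5 were lower after HU, with 2355 reads in untreated cells and 332 after HU and a median log2 ratio of -2.66. Of 1000 simulated pairs of libraries without change, searched in the same way, 0 held a run of at least 5 such neighbours. The run was picked by counting intervals beyond 2-fold, so this outcome was near certain and adds little to those intervals. It speaks against counting error alone, and not against other noise in the libraries. Under the scaling alternative nearest to 0 the median of the 5 genes was still -2.55. Centring shifts all ratios by only 0.11 and rescaling by a median of 0.06, so these alternatives could not have brought it near 0. The median over all kept features was -0.11, and a scaling shared by all features would have moved that as well. A difference between the pools other than HU cannot be told apart from an effect of HU with 1 library per condition, and both may contribute.

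The paper reports higher transcripts of thiamine and benzoate genes, and both copies of thiC and both runs of paaF genes were higher. The run of 4 features from paaF-3 to acsA-1 had a median log2 ratio of 2.23. Reads shared between like gene copies may account for part of this, since shared reads give both copies the same gain. The gain in RPM of thiC-2 was 0.92 times that of thiC-1 (95% interval 0.71 to 1.16), and that of the 4 features from paaF-3 was 1.01 times that of the 5 matching features from paaF-4 (0.87 to 1.17). Even sharing of all reads would also give like reads in untreated cells, but these were 41 for thiC-2 and 8 for thiC-1. They were 167 for the 4 features from paaF-3 and 85 for the 5 from paaF-4. Sharing of every read is therefore argued against, and sharing of part of the reads stays open. An equal fold response of both copies, as their reads are counted, is argued against, since the log2 ratio of thiC-2 lay at -2.25 from that of thiC-1 (95% interval -3.76 to -1.25) and that of the features from paaF-3 at -0.79 from that of the features from paaF-4 (-1.21 to -0.39). Separate responses of different fold stay open, and the sequences of the copies were not compared.

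Of 63 ribosomal protein genes, 62 had a log2 ratio below 0 (61 under either scaling alternative), 49 with an interval below 0, and the median was -0.77, with rpl44E at -1.36 (95% interval -1.98 to -0.77) and rpS12AB at -0.22 (-0.52 to 0.07). A scaling between the libraries would move all genes alike, but 0 of 10000 random lists matched on level had a median as low. Gene length is argued against too, since 0 of 10000 lists matched on level and length had a median as low. Slower growth under HU is a hypothesis that was not tested, and a difference between the pools other than HU stays open as for the arginine genes.

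Further runs of neighbours were higher after HU. The run of 3 features from pdhA-2 to acoX had a median log2 ratio of 1.76, the run of 3 from iorA to acsA-7, which begins with the subunits of an indolepyruvate ferredoxin oxidoreductase, had 2.21, and the run of 3 that ends with porB-2 and porA-2 had 1.46.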

How the results depend on the processing

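Comparisons on the scale of RPM, list medians from symbols only, the intensity difference rule without adjustment or without the gene itself, and features at the floor were chosen after seeing the data. The log2 ratios of 66 named genes gave 455 values under the alternatives, and every one stayed inside its gene's counting interval, which is wide for genes of few reads. The fold moved by over 1.5 times for 3 genes, pdhA-1 (log2 ratio 3.48, and 1.94 with a pseudocount of 10), doxD (4.42, and 3.16 with a pseudocount of 10) and doxA-like (4.60, and 7.87 and 1.74 with pseudocounts of 0.1 and 10 and 2.23 in RPM). All 7 Table 1 genes found by symbol kept their direction in each setting. Centring shifted every log2 ratio by 0.11 and rescaling by a median of 0.06. Of 128 list medians under alternatives, 123 moved by less than the distance from the middle to the edge of the central 95% of random lists.

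The count of features at least 4-fold higher was 93. It was 58 with a pseudocount of 10, 50 with a mean of at least 50 RPKM, 362 at 2-fold and 48 at 8-fold, and stayed within 1.5 times with no filter (138), centred ratios (106) and rescaled values (102). The count of lower features was 87, and it was 45 with a pseudocount of 10, 140 with no filter, 54 with a mean of at least 50 RPKM, 436 at 2-fold and 19 at 8-fold, against 73 with centred ratios and 79 with rescaled values. The share of changed features that were higher was 51.7%, and 59.2% with centred ratios and 56.4% with rescaled values. A looser or stricter size changes these counts by construction, and for the other settings the cause was not tested. Pearson's r of 0.801 was 0.753 and 0.838 with pseudocounts of 0.1 and 10, 0.875 with no filter, 0.722 with a mean of at least 50 RPKM and 0.902 in RPM over every feature with 0 reads set to 1. Spearman's rho of 0.829 was 0.879 with no filter, 0.711 with a mean of at least 50 RPKM and 0.901 in RPM. The intensity difference rule called 0 genes, and 5 with a local sample of 5%, 24 with the gene itself left out of its local sample and 131 without adjustment. Without adjustment the count is higher by construction. The sulfur list's median of 2.46 was 1.80 with a pseudocount of 10, 1.51 with its member listed at 0 at the floor and 0.08 without the genes of Table 1. It was 3.09 over a list of 8 symbols, all above 0. That list was made after the table had been seen. It adds sat and leaves out cysA-1, cysA-2 and cysM, which the fixed list holds. The median of transposases of 0.13 was -0.23 with a mean of at least 50 RPKM. Without the member with the largest ratio the cobalamin list, at -0.72, no longer lay outside the central 95% of random lists, nor with a pseudocount of 10, at -0.70. Depth limits the values of single genes, as 1006 features had under 10 reads in untreated cells.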

Differences from the paper's values

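By the intensity difference rule the paper's count is 25 transcripts, and the rule rebuilt here called 0. None of the alternatives set before the data were examined came within 1.5 times the paper's count. With a local sample of 5% the count was 5, and it was 0 with pseudocounts of 0.1 and 10, with no filter and with a mean of at least 50 RPKM. Of the settings chosen after seeing the values, the count was 0 in RPM over every feature and 131 at a p under 0.05 without adjustment, and it was 24 with the gene itself left out of its local sample, within 1.5 times of the paper's count. At 24, 3 of the 7 Table 1 genes found by symbol were called (purC, sat and doxD) and 4 were dropped, and without adjustment all 7 were called. Among the 24 were also thiC-1, the feature next to purC and lower features annotated to transport, at -4.39 and -3.86. Table 1 may list these by locus tag, so its overlap with the 24 beyond the 7 genes is not known. The threshold here was adjusted for multiple tests. The paper states a p under 0.05 and the name of the method, but neither whether p was adjusted nor the size or make-up of the local sample. Several rows of Table 1 with unlike fold changes share the same p, as a Benjamini-Hochberg adjustment can give, so its values may have been adjusted. Table 1 has more rows than this count, and several of them cover more than 1 gene, so it is not clear whether the count is of genes, and a count of features here need not be on the same footing.

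For the gene sat, Table 1 gives the paper's value of 3.6 for sat and the following genes together, and the log2 ratio of sat alone here was 3.01. By the mean of the errors on both sides of its interval, no alternative set before the data were examined brought sat within counting error of the paper's value. The nearest was 3.12 with centred ratios, which lies within the error on the upper side. The second feature after sat was at 3.60. In RPM with 0 reads set to 1 read, a setting chosen after seeing the values, that feature was at 3.65 and sat at 3.02, and in the other rows of this kind the highest member was near the paper's value as well, cysI at 3.40 for the paper's 3.4 and doxD at 4.69 for the paper's 4.7.

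For radA, the paper's ratio of HU to untreated by qRT-PCR in Table S1 is 2.4, and the ratio by RNA-seq was 1.48. It was 1.60 with ratios centred on their median, where the values no longer differ by over 1.5 times, and still differed with the other pseudocounts and filters and with rescaled values. For mre11 the paper's ratio by qRT-PCR is 2.3, and the ratio by RNA-seq was 1.53. It was 1.65 with centred ratios and 1.60 with rescaled values, where the values no longer differ by over 1.5 times, and still differed with the other pseudocounts and filters. The assays differ, and both place the transcripts of radA and mre11 higher after HU.

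Figure S4 prints a correlation of about 0.91, read by eye from the figure, and Pearson's r across the kept features was 0.801. No alternative set before the data were examined reached the paper's value, the nearest being 0.875 with no filter. In RPM over every feature with 0 reads set to 1 read, a setting chosen after seeing the values, r was 0.902. On that scale the intensity difference rule, with the gene itself in its local sample, called 0 genes. The rule was not run on that scale with the gene itself left out, so this 0 does not bear on the paper's 25 transcripts.

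The paper describes thiamine synthesis genes as induced, and the rows of Table 1 for thiamine could not be joined to the table by locus tag. Of 9 thiamine genes with a symbol, 2 were at least 4-fold higher, thiC-1 at 4.62 and thiC-2 at 2.44, and the interval of tenA-2 lay below 0. In RPM thiC-1 was at 4.70, near the 4.7 that Table 1 gives for a thiamine synthesis gene with an iron-sulfur cluster. The paper's statement need not cover the other genes with a symbol, so no difference from it can be drawn here.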

Other observations

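Several groups of biosynthetic genes other than those of purines were lower after HU. All 8 pyrimidine genes with a symbol were below 0, with a median log2 ratio of -1.03 at percentile 0.84 of matched random lists. Most of them lie in 1 stretch of 7 neighbouring features, at positions 531861 to 537174, and neighbours may not change separately. The gene pyrE, orotate phosphoribosyltransferase, was at -1.51 (95% interval -2.88 to -0.35), and pyrB, of aspartate carbamoyltransferase, at -1.35 (-2.15 to -0.63). The wider pyrimidine list fixed beforehand, which also matched unrelated notes, had a median of -0.84 at percentile 0.15 over 20 features. Genes for histidine, tryptophan, arginine and lysine had a median of -0.74 at percentile 0.17, and 27 of 31 were below 0, with argE-2 at -2.98 (-4.21 to -2.04) and hisA at -1.86 (-2.83 to -1.02). Cobalamin genes had a median of -0.83 at percentile 1.59 (2.60 with a pseudocount of 10 and 4.50 without the member with the largest ratio, inside the central 95%), with cbiE at -1.35 (-2.31 to -0.49) and cobA at 1.03 (0.01 to 2.15). Of 20 aminoacyl-tRNA synthetase genes 17 were below 0, with a median of -0.69 at percentile 1.04, which was 5.41 against lists matched on length as well. The cytidylate kinase gene cmK was at -2.01 (-3.25 to -0.97).

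Genes of terminal oxidases and the respiratory chain had a median of 0.50 at percentile 99.9, with 26 of 33 above 0. Both doxA and doxD were at least 4-fold higher, and doxA-like was listed at 0 in untreated cells with 4 reads after HU, where a change was not detectable at this depth. Genes of DNA replication found by symbol had a median of 0.09 at percentile 83.4 over 22 genes, among them the polymerase gene dpo1 at 1.11 (0.84 to 1.39) and the flap endonuclease gene rad2 at 1.35 (0.95 to 1.77). The replication list fixed beforehand had a median of -0.05 at percentile 61.1 (0.07 with ratios centred on their median), the repair list 0.47 at 91.1 (0.31 to 0.59 over the alternatives), with the Rad50 homolog at 0.47 (0.17 to 0.77), the list of RNA polymerase and transcription factors -0.25 at 34.7 (0.38 with a mean of at least 50 RPKM and 0.38 without the member with the largest ratio), cell division -0.64 at 16.2, chaperones 0.46 at 84.7, sugar and peptide transport 0.48 at 91.5 (0.18 to 0.68 over the alternatives), with a sugar symporter as the member of largest ratio, and transposases 0.13 at 81.5. The list for aromatic compound catabolism had a median of 0.88 at percentile 91.8 (0.30 to 1.00 over the alternatives), but its 3 members are annotated to aromatic amino acid synthesis and O-succinylbenzoate synthase. Features annotated as transporters for oligopeptides or sugars formed a run of 5 with a median of 2.69, and another run of 3, in which transport features flank one of energy metabolism, had 2.53. The sugar and peptide transport list was matched on the wording of notes and does not hold the features of these runs. The thiamine list fixed beforehand had a median of 0.19 at percentile 82.7 over 13 features.

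For the initiator genes that the paper measured by qRT-PCR, the RNA-seq ratio of HU to untreated was 0.45 for cdc6-1 (95% interval 0.25 to 0.75), where the paper's value is 0.25, 2.02 for cdc6-2 (1.55 to 2.66), where it is 1.7, and 0.83 for cdc6-3 (0.59 to 1.17), where it is 0.62. The cdc6 genes of the table were taken as the orc1 genes by name and number only, as neither locus tags nor primers could be joined to it. The interval of cdc6-3 holds 1, so a change was not detectable at this depth.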
